# Epigenomic Features and Potential Functions of K^+^ and Na^+^ Favorable DNA G-Quadruplexes in Rice

**DOI:** 10.3390/ijms23158404

**Published:** 2022-07-29

**Authors:** Yilong Feng, Zhenyu Luo, Ranran Huang, Xueming Yang, Xuejiao Cheng, Wenli Zhang

**Keywords:** BG4-DNA-IP-seq, K^+^-/Na^+^-specific IP-G4, epigenetic features, functional relevance

## Abstract

DNA G-quadruplexes (G4s) are non-canonical four-stranded DNA structures involved in various biological processes in eukaryotes. Molecularly crowded solutions and monovalent cations have been reported to stabilize in vitro and in vivo G4 formation. However, how K^+^ and Na^+^ affect G4 formation genome-wide is still unclear in plants. Here, we conducted BG4-DNA-IP-seq, DNA immunoprecipitation with anti-BG4 antibody coupled with sequencing, under K^+^ and Na^+^ + PEG conditions in vitro. We found that K^+^-specific IP-G4s had a longer peak size, more GC and PQS content, and distinct AT and GC skews compared to Na^+^-specific IP-G4s. Moreover, K^+^- and Na^+^-specific IP-G4s exhibited differential subgenomic enrichment and distinct putative functional motifs for the binding of certain trans-factors. More importantly, we found that K^+^-specific IP-G4s were more associated with active marks, such as active histone marks, and low DNA methylation levels, as compared to Na^+^-specific IP-G4s; thus, K^+^-specific IP-G4s in combination with active chromatin features facilitate the expression of overlapping genes. In addition, K^+^- and Na^+^-specific IP-G4 overlapping genes exhibited differential GO (gene ontology) terms, suggesting they may have distinct biological relevance in rice. Thus, our study, for the first time, explores the effects of K^+^ and Na^+^ on global G4 formation in vitro, thereby providing valuable resources for functional G4 studies in rice. It will provide certain G4 loci for the biotechnological engineering of rice in the future.

## 1. Introduction

DNA G-quadruplex (G4) is preferentially formed at guanine (G)-rich DNA sequences. It is stabilized by Hoogsteen-type hydrogen bonds that are formed among intra- or inter-strands of G-quartets [1]. X-ray diffraction of guanylic acid (GMP) gels, for the first time, led to the prediction of co-planar G-quartets in 1962 [2]. DNA G4 in vitro was discovered when using DNA oligonucleotides corresponding to sequences from immunoglobulin switching regions [3] and telomeres [4]. It is one of the most studied non-B DNA structures in eukaryotic genomes, especially in humans. G4s have been found to preferentially form in various functional genomic regions [5,6], including telomeres [3,7,8,9,10,11], rDNA loci [12,13], promoters [6,14,15], and the first introns of human genes [16].

It has been reported that DNA G4s play regulatory roles in modulating the expression of certain genes, thereby being involved in various biological processes [15,17,18,19,20,21,22]. They include, but are not limited to, DNA replication [10,23], immunoglobulin switch recombination [24], telomere maintenance [10,11], genome instability [10,25], gene transcription [6,15,26,27,28], reprogramming of DNA or chromatin modifications [29,30], human stem cell differentiation [31], and human diseases [32,33]. In particular, they can be considered as potential drug targets for human disease treatment [11,25,34,35], which attracts more attention and boosts G4 studies in pharmacogenomics.

DNA or RNA G4s have been extensively studied in humans using both computational prediction and experimental investigations in vivo and in vitro. Experimental studies include G4-binding antibody-related ChIP-seq (chromatin immunoprecipitation coupled with sequencing) or -chip, such as anti-BG4 [6], hf2 [36], and D1 antibodies [8]; BG4-antibody-based cleavage under targets and tagmentation (CUT&Tag) [37]; G4 ligands, such as template-assembled synthetic G-quartet (TASQ)-related RNA-G4RP (G4-RNA–specific precipitation-sequencing) [38], the binding of an artificially truncated G4 helicase G4-binding domain of the RHAU (DHX36) to G4s [39], and DNA probes-based G4-seq (a G-quadruplex sequencing method) [40]. The presence of putative G-quadruplex sequences (PQSs) in DNAs or RNAs mainly relies on computational screening in most plant species [20,41,42,43], including *Arabidopsis* [44], and grass species, such as maize [45], rice [46], wheat [47], and barley [48]. In addition, very limited studies of plant G4s showed that G4s may play potential roles in regulating various physiological processes in plants, such as gene expression and translation, and in response to various stresses [15,20,28,47,49,50,51]. However, the global identification of G4s in vitro has only been conducted using G4-seq in *Arabidopsis* [40,52], and BG4-DNA-IP-seq (DNA immunoprecipitation with anti-BG4 antibody coupled with sequencing) in rice [15]. Thus, the advance of experimental G4 studies in plants currently lags way behind compared to that in humans.

It has been documented that molecularly crowded solutions, such as polyethylene glycol (PEG), which can mimic the cellular environment [53,54], and monovalent cations, such as K^+^ and Na^+^ [55,56,57], help to stabilize the G4 structure in vivo and in vitro. Moreover, the G4-stabilizing capacity is cation or chemical-dependent. PEG 200 itself has been found to facilitate the G3(T2AG)3 DNA sequence to form antiparallel G4s in vivo [58]. K^+^ is better for G4 formation and stability than Na^+^ [59]. It is hard to predict the ion cation-dependent formation of G4s in vivo or in vitro. In particular, genome-wide profiling of K^+^- and Na^+^-favorable G4 formation is still completely uncharacterized in plants. Therefore, more efforts need to be invested to experimentally validate the folding potential of these PQSs in vitro or in vivo in plants.

In this study, we conducted BG4-DNA-IP-seq following our published procedures [15] for the global identification of in vitro G4 (termed as IP-G4s, representing G4s pulled down by anti-BG4 antibody) under K^+^/Na^+^+PEG 200 conditions. We then compared the genomic distributions, and the genomic and epigenomic features of K^+^- and Na^+^-specific IP-G4s. We finally investigated the possible functional relevance of genes with K^+^- and Na^+^-specific IP-G4s. Thus, our study provides new insights into the ion cation-dependent formation of G4s and their relevant biological functions in rice.

## 2. Results

### 2.1. Identification of G-Quadruplexes under K^+^/Na^+^+PEG200 Conditions

It has been reported that the presence of K^+^ or Na^+^ favors G4 formation in vitro [55,56,57]. However, the differential formation of G4s genome-wide between K^+^ and Na^+^ is still largely unknown in plants. To address this, we conducted BG4-DNA-IP-seq following our published procedures [15] to identify the in vitro formation of G4s under K^+^/Na^+^+PEG200. 

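BG4-DNA-IP-seq enriches DNA folded into G4s with the BG4 antibody and sequences it beside input DNA that was not immunoprecipitated. Fragmented genomic DNA from rice seedlings of 2 weeks was denatured and reassociated in 40% PEG200 with 150 mM of either KCl or NaCl, and 2 biological replicates were sequenced for each condition and for the input. The cations differed at this folding step, whereas the buffers for antibody incubation and washing contained 150 mM KCl in both conditions. The authors aligned the reads to the MSU v7.0 genome with BWA, removed PCR duplicates and called IP-G4 peaks in each library separately with MACS, with the input as control. For each peak, the deposited lists give the position, the fold enrichment over input and the −log10 of the p-value and of the q-value, and these values are the authors' own. The lists of single libraries used here cover the beginning of Chr1 in genome order and hold 874 and 871 peaks for the 2 replicates under K++PEG200, and 864 and 868 peaks for those under Na++PEG200, where the paper reports 54992, 66051, 59988 and 46789 peaks. Libraries were therefore compared only from position 1 to 5855384 of Chr1, the stretch that all 4 lists cover, whereas the lists of K+-specific and Na+-specific IP-G4s were used for all 12 chromosomes. The shortest peak in each of the 4 lists was 200 bp long, and the smallest fold enrichment on this stretch was between 1.86 and 2.12. Overlaps were counted from 1 shared bp. The sequence and gene annotation of MSU v7.0 were not used here.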

We sequenced two well-correlated biological replicates (r = 0.94, 0.91, and 0.95 for input, K^+^/Na^+^+PEG, respectively; “r” represents correlation coefficient) for input and K^+^/Na^+^+PEG200 (Figure S1 and Table S2). 

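According to the paper's Table S2, the authors kept 21134465 and 37099992 unique reads for replicates 1 and 2 under K++PEG200, 38435861 and 23139018 for those under Na++PEG200, and 15082841 and 14707823 for the input. The deeper library was thus replicate 2 under K++PEG200 and replicate 1 under Na++PEG200. As a measure of reproducibility at called peaks only, the fold enrichments of overlapping peaks on the shared stretch of Chr1 were compared by rank. Spearman's rho was 0.554 across 587 overlapping peak pairs of the K++PEG200 replicates and 0.560 across 510 pairs of the Na++PEG200 replicates. Between a K++PEG200 and a Na++PEG200 library, rho ranged from 0.449 to 0.610 across peaks, and it was highest for the pair of deeper libraries. All of these coefficients are across peaks of the same genome, which are not independent replicates.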

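On the stretch of Chr1 covered by all lists, the smaller of the replicate lists under K++PEG200 held 748 peaks and the larger 871. Their intersection with bedtools gave a number of segments equal to 78.5% of the smaller list. Counted as whole peaks, 577 peaks of the smaller list (77.1%, 95% Wilson interval 74.0 to 80.0) overlapped a peak of the larger list, but only 65.3% of the larger list overlapped the smaller one. Under Na++PEG200, the lists held 630 and 803 peaks, and the segments equalled 81.0% of the smaller list. In whole peaks, 79.0% (95% Wilson interval 75.7 to 82.0) of the smaller list and 62.8% of the larger list overlapped. In 100 random placements of the smaller list on the same stretch, the segments equalled on average 12.7% of it under K++PEG200 and 10.4% under Na++PEG200. The alternative that lowered the ratio most was a required overlap of at least 50% of both peaks, which gave 64.0% and 67.0%, respectively. Between conditions, the segments equalled 73.8% and 74.3% of the smaller list for replicate 1 under K++PEG200 against replicates 1 and 2 under Na++PEG200. For replicate 2 under K++PEG200 they equalled 81.3% and 85.4%, both above the 78.5% and 81.0% within conditions. Replicates thus did not always overlap more than libraries of different conditions. The exceptions both involve replicate 2 under K++PEG200, which had the most peaks (871) and covered the largest part of the stretch (6.67%). The ratio to the smaller list was not adjusted for this.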

After peak calling using the same parameters, we found that the overlapping ratio between IP-G4 peaks, representing G4s pulled down by the BG4 antibody, identified from biological replicates was 81.6% for K^+^+PEG200 and 80.4% for Na^+^+PEG200 (Figure S2). 

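Intersecting the replicates within each condition left 587 reproducible segments under K++PEG200 and 510 under Na++PEG200 on the shared stretch of Chr1. Because bedtools returns the shared part of each pair of peaks, a reproducible IP-G4 is shorter than or equal to the peaks it comes from. When each list was restricted to peaks at or below its median p-value, 270 and 235 segments were obtained, respectively.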

We decided to use biologically reproducible IP-G4 peaks (44,845 for K^+^+PEG200, and 37,626 for Na^+^+PEG200) for identifying K^+^- and Na^+^-favorable IP-G4s. We detected three subtypes of IP-G4s: 29,122 common ones, 16,725 K^+^-specific, and 8784 Na^+^-specific ones (Figure 1A). 

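The deposited lists hold 16725 K+-specific and 8784 Na+-specific IP-G4s, a ratio of 1.90. On the shared stretch of Chr1 they hold 205 and 121. The subtypes were rebuilt there from the replicate lists, with a specific IP-G4 defined as a reproducible segment without any overlap with the reproducible segments of the other condition. All 205 K+-specific and all 121 Na+-specific IP-G4s were recovered with identical positions, beside 392 common segments. The K+-specific IP-G4s were 34.9% (95% Wilson interval 31.2 to 38.9) of the reproducible segments under K++PEG200, and the Na+-specific ones were 23.7% (20.2 to 27.6) of those under Na++PEG200. This definition compares reproducible peaks only, so that a specific IP-G4 can overlap a peak found in a single library of the other condition. Of the 205 K+-specific IP-G4s, 145 (70.7%, 95% Wilson interval 64.2 to 76.5) overlapped a peak of at least 1 Na++PEG200 library, and 60 overlapped none. Of the 121 Na+-specific IP-G4s, 100 (82.6%, 74.9 to 88.4) overlapped a peak of at least 1 K++PEG200 library, and 21 overlapped none. Random placement gave on average 10.7% and 12.5%. When 1 library is left out, peaks of its condition no longer have to be reproducible, so that the number of IP-G4s specific to that condition rises by construction. It was 425 or 348 for K+-specific IP-G4s without replicate 1 or 2 under K++PEG200, beside 45 or 97 Na+-specific ones, and 212 or 310 for Na+-specific IP-G4s without replicate 1 or 2 under Na++PEG200, beside 169 or 94 K+-specific ones.

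**Figure D1:**
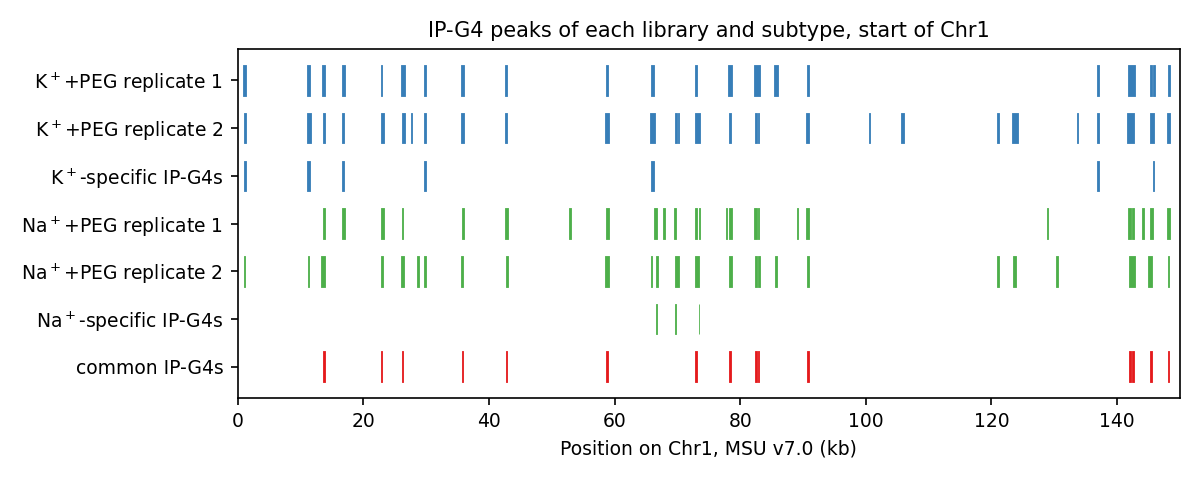
IP-G4 peaks on the first 150 kb of Chr1 (x axis, position in kb, MSU v7.0), with a row for each library and each subtype and a bar for each peak drawn to scale. The rows hold 21 and 28 peaks for replicates 1 and 2 under K++PEG, 25 and 25 under Na++PEG, and 7 K+-specific, 3 Na+-specific and 15 common IP-G4s.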

A representative Integrative Genomics Viewer (IGV) illustrates reproducible common and K^+^/Na^+^-specific IP-G4s between replicates (Figure 1B). To assess the accuracy of IP-G4s, we examined ten G4-forming sequences already experimentally validated in rice before [28], and found that seven loci in our study matched well with the amplitude of CD peak in the previous report, including four common IP-G4s, and two K^+^- or Na^+^-specific IP-G4s (Figure S3). Moreover, two common IP-G4s and one Na^+^/K^+^-specific IP-G4 (Table S1) were further confirmed using circular dichroism (CD) spectroscopy (Figure 1C). Unlike the K^+^-specific or the common IP-G4s, the Na^+^-specific G4 sequence exhibited a similar CD amplitude between Na^+^ and K^+^ conditions. This indicates that Na^+^ and K^+^ had a similar G4 stabilization potential for the Na^+^-specific G4 sequence, which is in contrast to the general trend of K^+^ > Na^+^ in the ability for the formation of G4 in vitro, reflecting that Na^+^ has more ability to facilitate G4 formation from the Na^+^-specific G4 sequence, as compared to K^+^-specific or common IP-G4s. Moreover, the inconsistency between the CD result and the BG4 DNA IP-seq result is possibly caused by the differences of BG4 binding efficiency between G4 formed from the Na^+^-specific G4 sequence under PEG 200/K^+^ and PEG 200/Na^+^ conditions. The common IP-G4s and one Na^+^-specific loci were also confirmed using an IP-G4 dot blotting assay (Figure S4A,B). For example, the immunosignal of Na^+^-specific IP-G4 formed under 150 mM NaCl+PEG200 was stronger than that formed under 150 mM KCl+PEG200 (Figure S4B), whereas the CD-spectroscopy assay exhibited no difference between them, which is the same as what has been reported before [28].

### 2.2. Sequence Features and Genomic Distributions of Each Subtype of IP-G4s

To assess if there are any differences in the intrinsic genomic features between Na^+^- and K^+^-specific IP-G4s, we calculated the peak size of three subtypes of IP-G4s mentioned above, and found that the average peak length ranked in a descending order as follows: common IP-G4s (~270 bp), and K^+^- (~250 bp) and Na^+^- (~220 bp) specific IP-G4s (Figure S5). This result showed that IP-G4 peak length variations were ion cation-dependent. 

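Across the genome, K+-specific IP-G4s had a mean length of 298 bp (SD 147 across peaks, n = 16725) and a median of 259 bp, with quartiles of 209 and 347 bp. The Na+-specific IP-G4s had a mean of 243 bp (SD 94.3 across peaks, n = 8784) and a median of 227 bp, with quartiles of 199 and 281 bp. The difference in means was 54.6 bp (two-sided permutation test across peaks, p = 1.0e-05, the smallest that 100000 permutations can give; Benjamini-Hochberg adjusted p = 2.0e-05 over 4 length comparisons), and the mean was longer for K+-specific IP-G4s on 12 of 12 chromosomes. Peaks of one genome are not independent replicates. Common IP-G4s were measured on the shared stretch of Chr1 only, where their mean was 314 bp (SD 185 across peaks, n = 392) and their median 263.5 bp. They were longer on average than K+-specific ones there by 34.8 bp (permutation test, adjusted p = 0.0144), whereas the medians differed by 10.5 bp (permutation test, p = 0.236). On the same stretch, K+-specific IP-G4s exceeded Na+-specific ones by 49.5 bp (permutation test, adjusted p = 4.0e-05). When 1 library is left out, whole peaks of the other library of its condition are set against the shorter shared segments of the other condition, and the sign follows the condition that lost a library. K+-specific minus Na+-specific IP-G4s was then 132 or 99.9 bp without replicate 1 or 2 under K++PEG200 and -18.3 or -26.6 bp without replicate 1 or 2 under Na++PEG200, and common minus K+-specific IP-G4s was -17.5 or -15.3 bp without replicate 1 or 2 under K++PEG200. With whole peaks of the smaller list of each condition, an alternative chosen after seeing the data, K+-specific IP-G4s were longer than Na+-specific ones by 43.6 bp. These lengths come from 1 library per condition, replicate 1 under K++PEG200 and replicate 2 under Na++PEG200. Segments shorter than the shortest called peak of 200 bp made up 15.9% of K+-specific and 25.1% of Na+-specific IP-G4s. The 3 longest K+-specific IP-G4s were on chromosome 11 from 12289943 to 12291789 (1847 bp), chromosome 10 from 2677343 to 2678750 (1408 bp) and chromosome 7 from 15428362 to 15429737 (1376 bp). The 3 longest Na+-specific ones were on chromosome 4 from 28953398 to 28954440 (1043 bp) and on chromosome 5 from 28376717 to 28377651 (935 bp) and from 10063290 to 10064219 (930 bp).

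**Figure D2:**
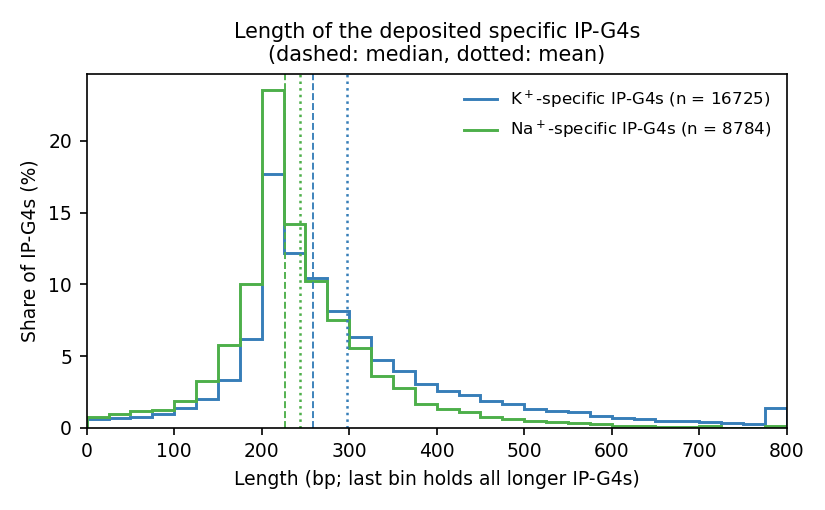
Distribution of the length (x axis, bp) of K+-specific and Na+-specific IP-G4s as the share of each list (y axis, %), with dashed lines at the medians and dotted lines at the means. The last bin holds all longer IP-G4s, and the median of K+-specific IP-G4s (259 bp) lies to the right of that of Na+-specific ones (227 bp).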

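The length of the peaks as called in each library, before any intersection, also differed between conditions. On the shared stretch of Chr1, the median peak length was 347.5 and 362 bp in replicates 1 and 2 under K++PEG200, and 314 and 315 bp in those under Na++PEG200. The mean of the medians was 355 ± 10.3 bp (SD, n = 2) under K++PEG200 and 314.5 ± 0.707 bp (SD, n = 2) under Na++PEG200, a difference of 40.25 bp that is larger than the spread between replicates. The exact two-sided permutation test gave p = 0.333, which is the smallest p that 2 libraries against 2 allow. From the order of the average lengths of the subtypes, the paper concludes that the length of IP-G4 peaks varies with the cation.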

We then calculated GC content, and GC and AT skews around ±1 kb from the start to the end point of the IP-G4 regions. We found that the mean level of GC content in a descending order was common IP-G4s, and K^+^ and Na^+^-specific IP-G4s (Figure 2A). Regarding GC and AT skews, we observed that three subtypes of IP-G4s exhibited a similar profile of AT skew, but had a distinct profile of GC skew. K^+^-specific IP-G4s had a clear GC skew distributed at the start or end of the IP-G4 regions; by contrast, the GC skew of Na^+^-specific IP-G4s was shifted to approximately ±200 bp from the start or the end point (Figure 2B).

To investigate the genomic distributions of each subtype of IP-G4s, we partitioned the whole genome into seven functionally annotated sub-genomic regions, such as promoters, 5′UTRs, exons, introns, downstream of the transcriptional end sites (TESs), and intergenic regions. Distinct subgenomic distributions occurred among three subtypes of IP-G4s (Figure 2C). For instance, common IP-G4s had the highest percentage in promoters and 5′ untranslated regions (UTRs); Na^+^-specific IP-G4s had the highest percentage in distal intergenic regions and downstream of transcriptional start sites (TTSs); and K^+^-specific IP-G4s had the highest percentage in exons and introns. After calculating the fold enrichment between the observed and expected ones (bedtools shuffle command, observed values divided by the average of three randomization values), we found that all subtypes of IP-G4s were significantly overrepresented in promoters and 5′UTRs; by contrast, only K^+^-specific IP-G4s exhibited a little enrichment in intergenic and downstream of TTSs regions (Figure 2D). Thus, these results indicate that K^+^ and Na^+^ favorable IP-G4s have distinct sequence features and subgenomic enrichment in rice.

### 2.3. Distinct PQS Features among Subtypes of IP-G4s

It has been documented that there are canonical and non-canonical types of PQSs in eukaryotic genomes. They have structural variations strictly depending on their underlying DNA sequences, such as the length and the constituent bases of the loops, base modifications, the strand direction, and the number of G tracks [60]. To assess if there are any differences of PQS subtypes in each subtype of IP-G4s, we identified PQSs within IP-G4 peaks using the regular expression, as previously reported [41]. Each subtype of IP-G4s had more G2L1-7 (PQSs with two tetrads containing a loop length between 1 and 7 nucleotides), but less G3L8-12 (extended canonical PQSs containing at least one loop with a length between 8 and 12 nucleotides) (Figure S6). After comparing the fold enrichment over random controls, we found that G3L8-12 had the highest fold enrichment in each subtype of IP-G4s (Figure 3A). In general, K^+^-specific IP-G4s had a higher percentage of each subtype of PQSs than Na^+^-specific ones, especially for G3L1-7 (canonical PQSs with three tetrads containing a loop length between 1 and 7 nucleotides) (Figure 3A). In terms of the percentage of each subtype of PQSs, a subtle difference was observed among three subtypes of IP-G4s (Figure 3B). For example, common IP-G4s had a slightly higher percentage of G2L8-12 (PQSs with two tetrads including at least one loop with a length between 8 and 12 nucleotides) and G3L1-7 than the other two. Na^+^-specific IP-G4s had 1.4% more non-canonical types of PQSs than K^+^-specific ones.

After examining the subgenomic distributions of each subtype of PQSs, we found that K^+^-specific IP-G4s had the highest percentage of G3L1-7 and G3L8-12 distributed in intergenic regions and downstream of TTSs, whereas common IP-G4s had the highest percentage of G3L1-7 and G3L8-12 distributed in promoters and 5′UTRs (Figure 3C). Na^+^-specific IP-G4s had more G3L1-12 (extended canonical PQSs with three tetrads and a loop length between 1 and 12 nucleotides) in introns and promoters than K^+^-specific ones (Figure 3C). A similar trend regarding the subgenomic distributions of each subtype of PQSs among three subtypes of G4s also occurred for G2L1-7 and G2L8-12 (Figure S7).

G4s were reported to potentially act as cis-regulatory elements [6,61,62,63], and serve as transcription factor binding hubs in humans [64]. To examine if K^+^- and Na^+^-specific IP-G4s harbor any distinct motifs for the recruitment of trans-acting factors, we conducted a de novo motif identification by screening K^+^- and Na^+^-specific IP-G4-related sequences using MEME-ChIP [65]. We detected that GAGA and GGC motifs corresponding to the binding of BPC1 and ERF5 were significantly enriched in K^+^-specific IP-G4s; by contrast, GGG and AAA motifs corresponding to the binding of lateral organ boundaries domain (LOB) and vernalization1 (VRN1) were significantly enriched in Na^+^-specific IP-G4s (Figure 3D). Differential motif enrichment between K^+^- and Na^+^-specific IP-G4s indicates that K^+^- and Na^+^-specific IP-G4s may have distinct biological functions in rice.

Collectively, these results indicate that K^+^ and Na^+^ favorable IP-G4s have distinct PQS content, and variations in subgenomic enrichment occur for each subtype of PQSs in rice.

### 2.4. Distinct Epigenomic Features between K^+^- and Na^+^-Specific IP-G4s 

Our previous study showed that G4s have some unique epigenomic features [15]. However, the epigenomic features of K^+^- or Na^+^-specific IP-G4s are still unclear. To this end, we calculated CG, CHG, and CHH methylation levels at ±1 kb of the midpoint of each subtype of IP-G4 with similar C content, as indicated in Figure 4A. We found that Na^+^-specific IP-G4s exhibited higher CG and CHG, but less CHH methylation levels, across all regions examined than K^+^-specific IP-G4s (Figure 4A). We found that Na^+^-specific IP-G4s had 3.2% less overlapping DNaseⅠhypersensitive sites (DHSs), but 5.0% more overlapping R-loops than K^+^-specific IP-G4s (Supplementary Table S3). We then performed similar analyses for DNA-6mA, DHSs, and R-loops as we did for DNA methylation. We found that Na^+^- and K^+^-specific IP-G4s were less enriched with DNA-6mA relative to the random control, and even less for K^+^-specific ones (Figure 4B, top); Na^+^-specific IP-G4s had higher DH abundance at the center, but had less DH abundance at the immediate flanking regions than K^+^-specific IP-G4s (Figure 4B, middle); Na^+^-specific IP-G4s had higher R-loop abundance at center than K^+^-specific IP-G4s (Figure 4B, bottom).

We then investigated 13 histone marks and the nucleosome occupancy for Na^+^/K^+^-specific IP-G4s at ±1 kb of the center of each subtype of IP-G4. We found that K^+^-specific IP-G4s had more enrichment levels of H3K23ac, H3K4ac, H3K9ac, H4K16ac, and H3K4me3, and had similar H3K27ac enrichment, but had less enrichment levels of H3K4me2, H4K12ac, and H3K9me1/2/3, as compared to Na^+^-specific IP-G4s (Figure 4C). Moreover, Na^+^/K^+^-specific IP-G4s were less enriched with H3K27me3 and H3K36me3, and had lower nucleosome occupancy relative to the random control, and even less for K^+^-specific ones (Figure 4C). Furthermore, we conducted fold changes for all of the marks mentioned above for Na^+/^K^+^-specific IP-G4s distributed at promoters and gene bodies. We found that K^+^-specific IP-G4s had slightly higher enrichment levels of H3K4/9/23/27ac, H3K4me3, and H4K16ac, but had less enrichment levels of H3K9me1/3 at promoters and gene bodies, as compared to Na^+^-specific IP-G4s (Figure 4D). In addition, we associated different types of reported TADs (topologically associated domains) [66] with each subtype of IP-G4s, and found that Na^+^-specific IP-G4s had a higher percentage of active domains, but a slightly lower percentage of repressive domains, as compared to K^+^-specific IP-G4s (Supplementary Table S4).

Taken together, these results show that K^+^- and Na^+^-specific IP-G4s have distinct epigenomic features: the former tends to be more associated with active marks than the latter.

### 2.5. Potential Involvement of K^+^- and Na^+^-Specific IP-G4s in the Regulation of Gene Transcription

G4s can play repressive and active roles in the regulation of gene transcription in rice [15]. To further assess if K^+^- and Na^+^-specific IP-G4s have distinct biological functions, we associated K^+^-/Na^+^-specific IP-G4s with TE genes (TEGs) and non-TE genes (non-TEGs), and found that the number of TEGs (4675 vs. 2454) and non-TEGs (1676 vs. 1398) overlapping K^+^-specific IP-G4s was higher relative to the ones overlapping Na^+^-specific IP-G4s (Table S5). Among the TEGs analyzed, 35.5% of Ty were associated with K^+^-specific IP-G4s, which was 4.7% more than Na^+^-specific IP-G4s (Table S6). Moreover, we examined the subtypes of TEs overlapping each subtype of IP-G4s, and found that 14.5% of DNA TEs and 51.7% of LTRs (long-terminal repeats) were overlapping K^+^-specific IP-G4s, which is 4.9% and 9.1% more than the corresponding ones overlapping Na^+^-specific IP-G4s, respectively (Table S7).

To examine the impacts of each subtype of IP-G4s on the expression of overlapping non-TEGs, we divided all TEGs and non-TEGs into expressed (FPKM (fragments per kilobase million mapped fragments) > 0) and non-expressed (FPKM = 0) ones according to the FKMP values. We found that K^+^-specific IP-G4s were overlapping more expressed non-TEGs (71.8% vs. 67.4%) and less non-expressed (28.2% vs. 32.7%) non-TEGs than Na^+^-specific IP-G4s (Table S8); and that the expressed and non-expressed TEGs overlapping K^+^-specific IP-G4s were similar to the ones overlapping Na^+^-specific IP-G4s (Table S8). These results indicated that K^+^-specific IP-G4s tended to play active roles in the regulation of non-TEGs. To further confirm this, we compared the expression levels of non-TEGs and TEGs overlapping each subtype of IP-G4s, and found that the mean expression levels of genes overlapping K^+^-specific IP-G4s tended to be higher than those overlapping Na^+^-specific IP-G4s (Figure 5A). Moreover, the mean expression levels of expressed genes overlapping common IP-G4s at promoters or gene bodies were higher than the corresponding ones overlapping Na^+^-specific IP-G4s (Figure 5B). We then plotted normalized IP-G4 read counts across ±1 kb from the TSS to the TES of K^+^- or Na^+^-specific IP-G4 overlapping genes with different expression levels (high, medium, low, and non-expressed; FPKM values). We found that K^+^-specific IP-G4s at the promoter or gene body exhibited a positive or negative correlation with the expression levels of overlapping genes, respectively (Figure 5C, left), which is similar to the previous findings [15], whereas this was not the case for the association between Na^+^-specific IP-G4 at the promoter or gene body with the expression levels of overlapping genes (Figure 5C, right). For instance, the IP-G4 read intensity was similar between genes with high and low expression levels at the promoter, and between genes with high and middle expression levels at gene bodies.

We next extracted genes with promoters or gene bodies overlapping K^+^- or Na^+^-specific IP-G4s (Table S9) for GO (gene ontology) term enrichment analyses. We found that genes with promoters overlapping K^+^-specific IP-G4s had more enriched GO terms associated with biological processes, cellular components, and molecular functions when compared with genes with promoters overlapping Na^+^-specific IP-G4s (Figure 5D, left). Moreover, distinct GO term enrichment occurred between genes with the gene body overlapping K^+^- and Na^+^-specific IP-G4s. For example, genes with the gene body overlapping K^+^-specific IP-G4s had enriched GO terms associated with transcription factor/regulator activity, the regulation of gene expression, biological processes, and cell/cell part; by contrast, genes with the gene body overlapping Na^+^-specific IP-G4s had overrepresented functions in RNA/nucleic acid/chromatin binding, DNA metabolic processes, and biosynthetic processes (Figure 5D, right).

Taken together, these results suggest that K^+^- and Na^+^-specific IP-G4s may have distinct associations with the expression of overlapping genes, and distinct biological functions in rice.

## 3. Discussion

The presence of PQSs in the genome does not truly represent G4 formation in vitro or in vivo under different favorable conditions. Therefore, it is necessary to provide experimental evidence showing the G4 folding potential in vivo or in vitro, especially on a genome-wide scale. 

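On the shared stretch of Chr1, the number of called peaks was 748 and 871 in replicates 1 and 2 under K++PEG200, and 803 and 630 in those under Na++PEG200. The mean number was 809.5 ± 87.0 (SD, n = 2) and 716.5 ± 122 (SD, n = 2), respectively. On this stretch, the difference of 93 peaks is larger than the SD between replicates under K++PEG200 and smaller than that under Na++PEG200. Both SDs include a difference in depth. An exact permutation test (two-sided) gave p = 0.667, and its smallest possible p is 0.333 with 2 libraries in each group. Without replicate 2 under Na++PEG200 the difference was 6.5 peaks, and without replicate 1 under Na++PEG200 it was 179.5 peaks. Peaks covered 5.34% and 6.67% of the stretch in the K++PEG200 libraries and 5.19% and 4.11% in the Na++PEG200 libraries. Across the genome, the paper reports 54992 and 66051 peaks for replicates 1 and 2 under K++PEG200, and 59988 and 46789 under Na++PEG200. These rank the libraries in the same order as the stretch does, and they overlap between conditions. The difference across the genome was not tested here against the spread between replicates. The number of peaks was higher in the deeper library of each condition. Between libraries of similar depth, the K++PEG200 library had more peaks and fewer unique reads than the Na++PEG200 library in both pairs, replicate 2 against replicate 1 and replicate 1 against replicate 2. An exact test of 2 such pairs cannot give a p below 0.5.

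**Figure D3:**
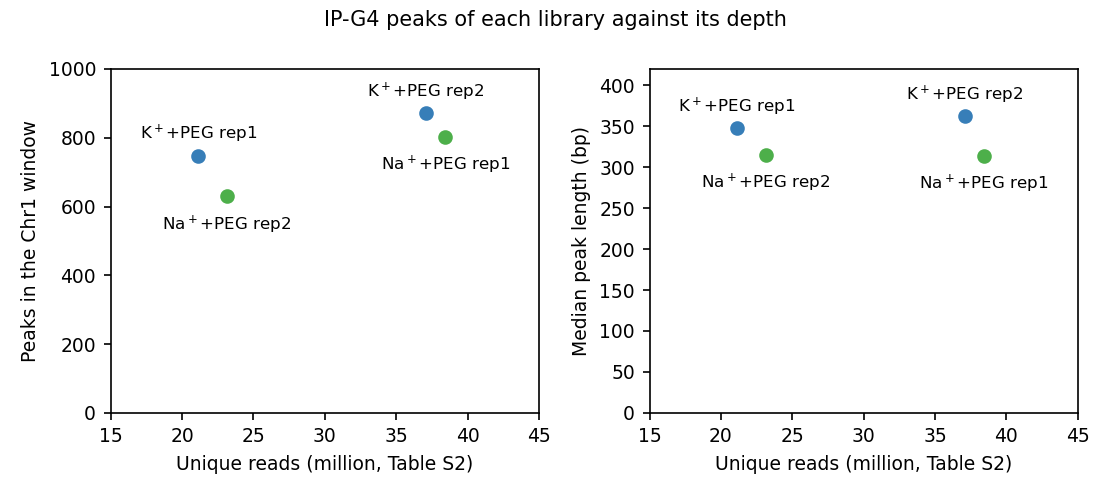
Number of IP-G4 peaks (left, y axis) and median peak length (right, y axis, bp) of the 4 libraries on the shared stretch of Chr1 against their unique reads (x axis, from the paper's Table S2), with a point for each library. Within each condition the deeper library has more peaks (871 against 748 under K++PEG, 803 against 630 under Na++PEG), whereas both K++PEG libraries have longer peaks than both Na++PEG libraries.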

Our study showed that K^+^+PEG was more favorable for in vitro G4 folding than Na^+^+PEG (Figure 1A and Figure S2), and Na^+^ facilitates more G4s formed from non-canonical PQSs than K^+^. It has been reported that K^+^ is better to facilitate G4 formation and stability than Na^+^ [59]; K^+^ is preferable for parallel G4 formation, whereas Na^+^ facilitates antiparallel G4 folding [28]. The combination of K^+^ and PEG was also found to be favorable for the formation and maintenance of G4s in vivo [54,67]. Plausible explanations for this are as follows: one is that K^+^ is more favorable to interact with O6 atoms of guanine, and needs a lower dehydration energy to form Hoogsteen base pairing to connect adjacent guanosines when compared with Na^+^ [68]. Another possible explanation is that it is caused by the distinct intrinsic underlying DNA sequences capable of folding G4s. Our study showed that K^+^-specific IP-G4s had more GC content, a longer peak size, more PQSs density, and a distinct GC skew, as compared to Na^+^-specific IP-G4s (Figure 2 and Figure S5). Thus, G4 formation in vitro can be determined by the intrinsic DNA sequence features alone or combined with ionic types. A similar phenomenon could be applied for G4 formation in vivo. Plant cells usually maintain K^+^ and Na^+^ homeostasis for ensuring normal growth and development. Na^+^ and K^+^ have been documented to have contrasting effects on cell functions, and plant growth and development; thus, the maintenance of cellular Na^+^ and K^+^ homeostasis is essential for normal cell function and plant development [69,70]. The unbalance of cytosolic Na^+^ and K^+^ concentration occurs under stress conditions [71,72,73]. Thus, the presence of Na^+^- and K^+^-specific IP-G4s in vitro infers that the disruption of Na^+^ and K^+^ homeostasis under abnormal physiological conditions, such as biotic and abiotic stresses, may induce the dynamics of Na^+^- and K^+^-specific G4 formation in vivo, thereby resulting in changes in some G4-related biological events. Thus, our results, for the first time, provided evidence at a genome-wide level showing the distinct impacts of K^+^ and Na^+^ on the folding of G4s in vitro in rice. Our study simulated K^+^- and Na^+^-specific conditions for the in vitro formation of G4s. It is worth noting that it cannot truly represent the effects of K^+^ and Na^+^ on G4 formation in vivo.

The regulatory roles of G4s in gene transcription have been reported in multiple species, including humans [6,74,75,76,77] and *E. coli* [78], and are speculated to exist in maize [45,79], rice [15], and *Arabidopsis* [20,49]. Moreover, genes containing PQSs are possibly involved in stress conditions, such as hypoxia, low sugar and nutrient deprivation [45], and several signaling pathways [20]. However, little is known about the potentially distinct functions of genes with K^+^- and Na^+^-specific G4s in plants. Our study showed that genes with K^+^-specific IP-G4s were more expressed than those with Na^+^-specific IP-G4s, suggesting that K^+^-specific IP-G4s tend to activate the expression of overlapping genes. The roles of K^+^- or Na^+^-specific IP-G4s in the regulation of gene transcription are possibly mediated by the following factors: differential enrichment of motifs for TF binding, suggesting that both subtypes of G4s could serve as a platform for the recruitment of distinctly functional trans-actors; differential enrichment of various epigenomic marks (Figure 4). In general, K^+^-specific IP-G4s were more associated with active marks, such as active histone marks, and low DNA methylation levels, as compared to Na^+^-specific IP-G4s; thus, K^+^-specific IP-G4s, in combination with active chromatin features, facilitate the expression of overlapping genes. It has been reported that G4s are co-localized with open chromatin [6] and R-loops [29,80]. In addition, K^+^- and Na^+^-specific IP-G4 overlapping genes exhibited distinct GO term enrichment (Figure 5D). Thus, each subtype of IP-G4s may coordinate with epigenomic marks to modulate the transcription of overlapping genes, thereby exhibiting distinct biological functions.

Together, our study will pave the way for promoting the functional characterization of G4s in rice, and for potential applications of certain G4 loci for the biotechnological engineering of rice in the future.

## 4. Materials and Methods

### 4.1. Rice Seedlings

The rice (*Oryza. sativa* L. spp. japonica) seeds were pre-germinated at room temperature (RT). Uniformly germinated seeds were transferred into soil for growing in a greenhouse at a temperature of 28–30 °C and a 14 h/10 h light/dark cycle. Two-week-old rice seedlings were collected and cut into small slices of 1–1.5 cm in size, followed by cross-linking with a 1% final concentration of formaldehyde for 10 min under vacuum. The cross-linked samples were ground into fine powder in liquid nitrogen. Ground powder can be stored in −80 °C for use later or immediately used for genomic DNA preparation.

### 4.2. Dot Blotting Assays

The synthesized DNA oligoes corresponding to common and Na^+^/K^+^-specific IP-G4s (Table S1) were denatured at 95 °C for 5 min in the G4-stabilizing buffer (40% PEG 200 and 10 mM Tris-HCl, pH = 7.5, with 150 mM KCl or NaCl), as indicated, and were then gradually cooled down to RT for reassociation. The reassociated DNA oligoes were loaded onto the Amersham Hybond-N^+^-nylon membrane and preblocked in 5% milk for 45min at RT. The preblocked membrane was incubated with anti-BG4-FLAG antibody overnight at 4 °C, followed by incubation with anti-FLAG antibody for an additional 1.5 h. After washing three times, the membrane was stained with horseradish peroxidase (HRP)-conjugated anti-rabbit secondary antibody (1:10,000), followed by immuno-signal development and recording.

### 4.3. Circular Dichroism (CD)-Spectroscopy

The DNA oligoes corresponding to common and Na^+^/K^+^-specific IP-G4s (Table S1) were denatured at 95 °C for 10 min in K^+^/Na^+^ buffer (pure water with 150 mM KCl or NaCl), as indicated, and were then gradually cooled down to RT for reassociation overnight. For CD-spectroscopy, 5 μM oligoes in pure water containing 150 mM KCl/NaCl were scanned at a wavelength range of 220–320 nm, with 1 nm bandwidth, a response time of 0.25 s, and a path length of 1 mm on a Chirascan Spectropolarimeter (Applied Photophysics, Hachioji, Tokyo, Japan). Data were buffer-subtracted, normalized to provide molar residue ellipticity values, and smoothed.

### 4.4. BG4-DNA-IP-Seq

BG4-DNA-IP-seq, DNA immunoprecipitation with anti-BG4 antibody coupled with sequencing, was conducted following our previously published protocols [15]. Briefly, a total of 5 μg of fragmented genomic DNA was denatured and reassociated in the G4 stabilization buffer (40% PEG200, 10 mM Tris-HCl, pH = 7.5, with 150 mM KCl or NaCl). The reassociated DNA-G4s were specifically recognized by using anti-BG4-FLAG antibody in the IP incubation buffer (50 mM HEPES, 150 mM KCl, 1 mM MgCl_2_, 130 nM CaCl_2_, 1% BSA, 40% PEG200, Complete Mini, pH = 7.5), which was followed by incubation with an additional anti-FLAG antibody (D110005, BBI, Shanghai, China) and washed protein G Dynalbeads (10004D, Invitrogen, Carlsbad, CA, USA). Protein-G-bead-bound anti-BG4-DNA-G4s complexes were finally collected and washed three times with washing buffer (10 mM Tris-HCl, 150 mM KCl, 1% Tween20). The BG4-bound DNA-G4s were finally eluted using 200 μL elution buffer (0.1 M NaHCO_3_, 1% SDS) two times. Each experiment was biologically repeated. The BG4-DNA-IPed DNA or input DNA was recovered for library preparation. All libraries were prepared using the NEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina (E7645S, NEB, Lpswich, USA), and sequenced using the Illumina platform, followed by data analyses.

### 4.5. Analyses of BG4-DNA-IP-Seq Data 

Raw data were cleaned using Trim Galore! (Version 0.4.4, Felix Krueger, Cambridge, UK) for the removal of low-quality reads and adapter contamination. BWA (Burrows-Wheeler Aligner) (mem algorithm, version 0.7.17, Li and Durbin, Cambridge, UK) with default parameters was used to align all cleaned reads to the MSU v7.0 reference genome (http://rice.plantbiology.msu.edu/pub/data/Eukaryotic_Projects/o_sativa/annotation_dbs/pseudomolecules/version_7.0/all.dir/ (accessed on 20 June 2022)). SAMtools (version 1.5, Li, Heng, et al, Cambridge, UK, option -markdup) was used to remove PCR duplicates. MACS (version 2.1.1, Zhang Y, et al, Bosto, MA, USA) was used to call IP-G4 (referred to as G4s pulled down by anti-BG4 antibody) peaks from reads with an alignment length greater than 50. The input library was used as control, and the command and parameters used were: macs2 callpeak-g 3.8 × 10^8^-f BAM-extsize -p 1×10^−3^-nomodel. Biologically replicated G4 peaks were considered IP-G4 peaks with high confidence (command: intersect of the bedtools package). The plotCorrelation program of deepTools was used to calculate the Spearman’s rank correlation coefficients between biological replicates in input and K^+^/Na^+^+PEG200 conditions.

### 4.6. Analyses of Public Omics Data Sets

**ChIP-seq:** 13 histone marks were reanalyzed following our previously published procedures [81]. **DNase-seq:** DNase-seq data were reanalyzed using the procedures previously described [82]. **DRIP-seq and BS-seq:** both data were reanalyzed according to the published protocols [81]. C/(C+T) and the methylation levels were calculated using similar procedures as previously described [81]. **DNA-6mA IP-seq:** 6mA IP-seq data were reanalyzed following the published protocols [83]. **MNase-seq**: MNase-seq data were reanalyzed according to the published protocols [84]. All public data used in this study are listed in Table S10.

### 4.7. Motif Prediction

IP-G4-related motifs located at ±100 bp around the center of IP-G4 peaks were identified using MEME-ChIP (http://meme-suite.org/tools/meme-chip (accessed on 26 June 2022)) [65], with the following parameters: minimum width, 5; and maximum width, 15. The identified motifs were used to screen the *Arabidopsis* database for the identification of putative TF-binding sites (Tomtom tool). Only the top two significantly enriched motifs with the highest *E*-values are listed in the text.

### 4.8. PQSs Identification and Fold Enrichment Analyses

Putative G-quadruplex sequences (PQSs) were identified by screening the whole genome sequences using fastaRegexFinder.py (https://github.com/dariober/bioinformaticscafe/blob/master/fastaRegexFinder.py (accessed on 27 June 2022)) [85]. PQSs were classified into subtypes according to the loop length and G repeats. The fold enrichment levels of each subtype of PQSs were calculated by comparing with the random control across the genome (bedtools shuffle command, observed values divided by the average of 100 randomization values).

### 4.9. Analyses of GC Content and GC/AT Skews

GC content (GC %) and GC/AT skews were calculated using the following formulas: GC skew = (G − C)/(G + C), AT skew = (A − T)/(A + T), GC content = (C + G)/(A + T + C + G); the IP-G4 peak regions were equally divided into 50 bins, and the ±1 kb around IP-G4 peaks were divided into 20 bp windows. Random regions were chosen from any genomic regions without IP-G4s (command: shuffleBed in bedtools; option: -noOverlapping).

## Figures and Tables

**Figure 1:**
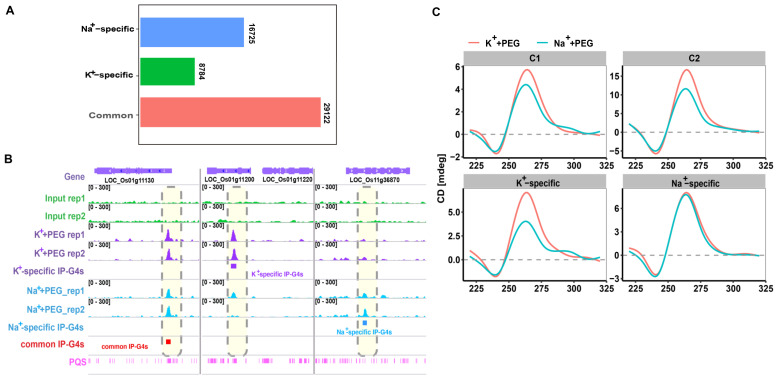
Identification of common and K^+^-/Na^+^-specific IP-G4s. (**A**) Histogram illustrating the number of three subtypes of IP-G4s (common and K^+^-/Na^+^-specific IP-G4s). (**B**) A representative Integrative Genomics Viewer (IGV) snapshot spanning a 21 kb window, illustrating distributions of common and K^+^-/Na^+^-specific IP-G4 peaks in the rice genome. Each significant IP-G4 peak is marked with a colored rectangular box below the peak. Putative G-quadruplexes sequences (POSs) were computationally predicted in the rice genome. (**C**) Circular dichroism (CD) spectroscopy assays using synthesized oligoes for common and K^+^-/Na^+^-specific IP-G4s, respectively.

**Figure 2:**
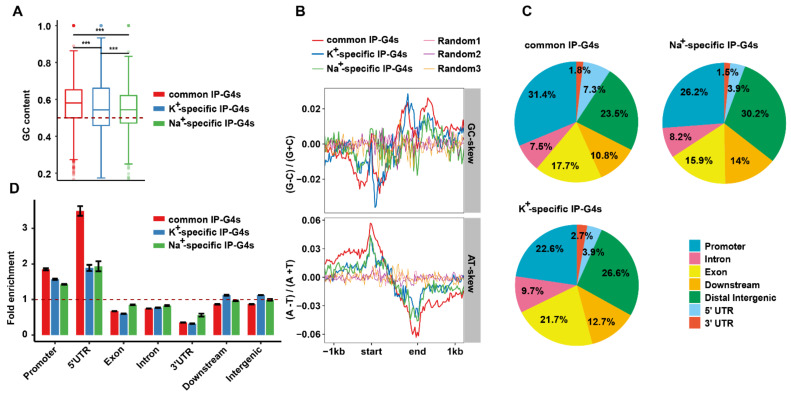
Genomic distributions and sequence features of K^+^- and Na^+^-specific and common IP-G4s. (**A**,**B**) GC content (**A**), and GC and AT skews (**B**) of K^+^- and Na^+^-specific and common IP-G4s. GC content, and GC and AT skews in the forward and reverse DNA strand were calculated at around ±1 kb from three subtypes of IP-G4 peaks. The random peaks were shuffled from IP-G4 peaks in the rice genome. (**C**) Distributions of IP-G4s in different sub-genomic units in the rice genome, including promoters, 5′UTRs, exons, introns, 3′UTRs, downstream of the TESs, and intergenic regions. (**D**) Distributions of the observed IP-G4s over the expected G4s in each sub-genomic unit in the rice genome. The red dash line represents the ratio as 1.0. The significance was determined using the Wilcoxon rank-sum test. *** *p*-value < 0.001.

**Figure 3:**
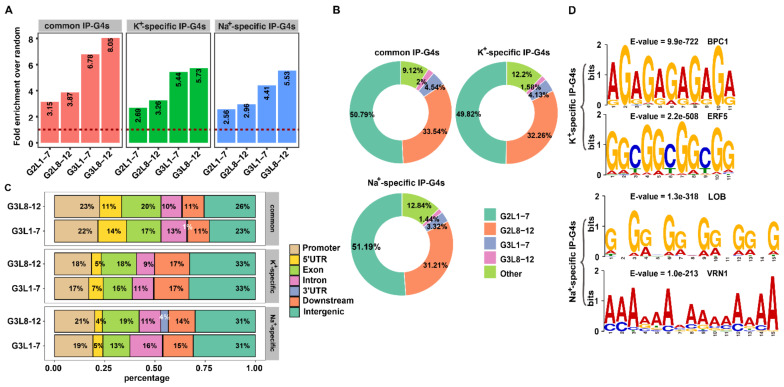
Characterization of PQSs in K^+^- and Na^+^-specific and common IP-G4s. (**A**) Fold enrichment of each subtype of PQSs, as indicated in K^+^- and Na^+^-specific and common IP-G4s. (**B**) The percentage of each subtype of PQSs, as indicated in K^+^- and Na^+^-specific and common IP-G4s. (**C**) Subgenomic distributions of each subtype of G3-related PQSs, as indicated in K^+^- and Na^+^-specific and common IP-G4s. The whole genome was divided into seven functionally annotated regions, including promoters, 5′UTRs, exons, introns, 3′UTRs, downstream of the TESs, and intergenic regions. (**D**) Motif discovery using MEME for K^+^- and Na^+^-specific IP-G4 peaks (random 1000 from the top 5000 peaks ranked by the enrichment levels). The top two significantly enriched motifs are listed, which were identified in IP-G4 regions. E-values are provided at the top.

**Figure 4:**
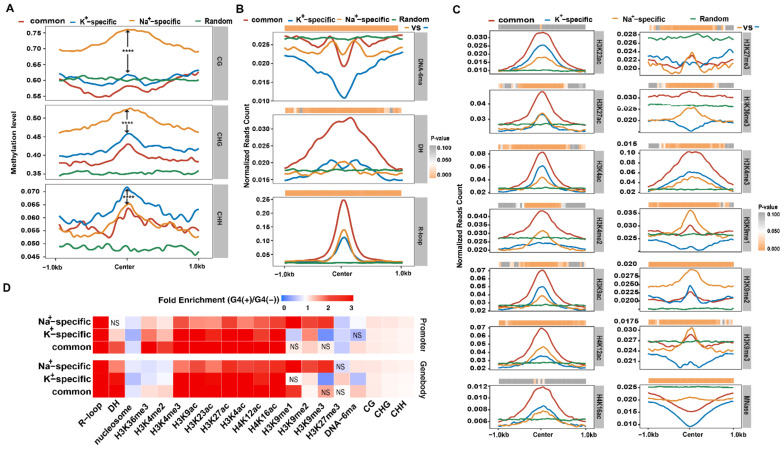
Epigenomic features of K^+^- and Na^+^-specific and common IP-G4s. (**A**) CG, CHG, and CHH methylation levels across ±1 kb of the center of K^+^-specific, Na^+^-specific IP-G4s, and common IP-G4s and random control with similar C content. (**B**) Distributions of normalized read counts of DNA-6mA (6mA), DNase-seq (DH), and DRIP-seq (R-loop) across ±1 kb of the center of K^+^- and Na^+^-specific, common IP-G4s, and random control. The heat map at the top indicates the Wilcoxon rank-sum test between K^+^- and Na^+^-specific IP-G4s, and the color key represents the *p*-values. (**C**) Distributions of normalized read counts of ChIP-seq with 13 histone marks and MNase-seq across ±1 kb of the center of K^+^- and Na^+^-specific IP-G4s, common IP-G4s, and random control. The heat map at the top indicates the Wilcoxon rank-sum test between K^+^- and Na^+^-specific IP-G4s, and the color key represents the *p*-values. (**D**) Heat map showing the enrichment levels of each mark for K^+^- and Na^+^-specific and common IP-G4s at promoters and gene bodies; the color key represents the fold enrichment of each subtype of IP-G4s relative to IP-G4s-. A chi-squared test was conducted to determine the significance of the differences (*p*-value < 0.05). NS represents non-significance. The significance in Figure 4A was determined using the Wilcoxon rank-sum test. **** *p*-value < 0.0001.

**Figure 5:**
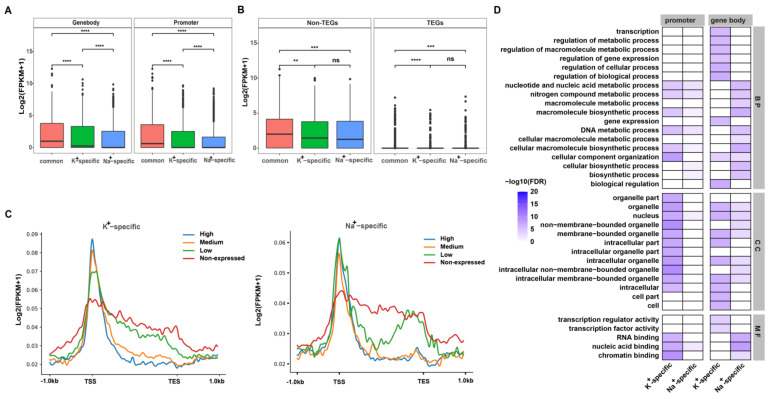
Relationships between each subtype of IP-G4s and transcription of overlapping genes. (**A**) Comparisons of the expression levels of TEGs and non-TEGs overlapping each subtype of IP-G4s. (**B**) Comparisons of the expression levels of genes overlapping each subtype of IP-G4s at promoters and gene bodies. (**C**) Curve plots showing the profile of normalized read counts of K^+^- and Na^+^-specific IP-G4s from 1 kb upstream of TSSs to 1 kb downstream of TESs of overlapping genes with different fragments per milobase per million mapped fragments (FPKM) values (high, medium, low, and non-expressed). (**D**) GO terms enrichment assay using K^+^- and Na^+^-specific IP-G4 overlapping genes. ** *p*-value < 0.01, *** *p*-value < 0.001, **** *p*-value < 0.0001.

## Data Availability

The data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE209990.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23158404/s1.

# Supplementary material for: Epigenomic Features and Potential Functions of K+ and Na+ Favorable DNA G-Quadruplexes in Rice
**Source:** Int J Mol Sci. 2022 Jul 29;23(15):8404. doi: 10.3390/ijms23158404
**Supplement:** Supplementary file 1

## Slide 1
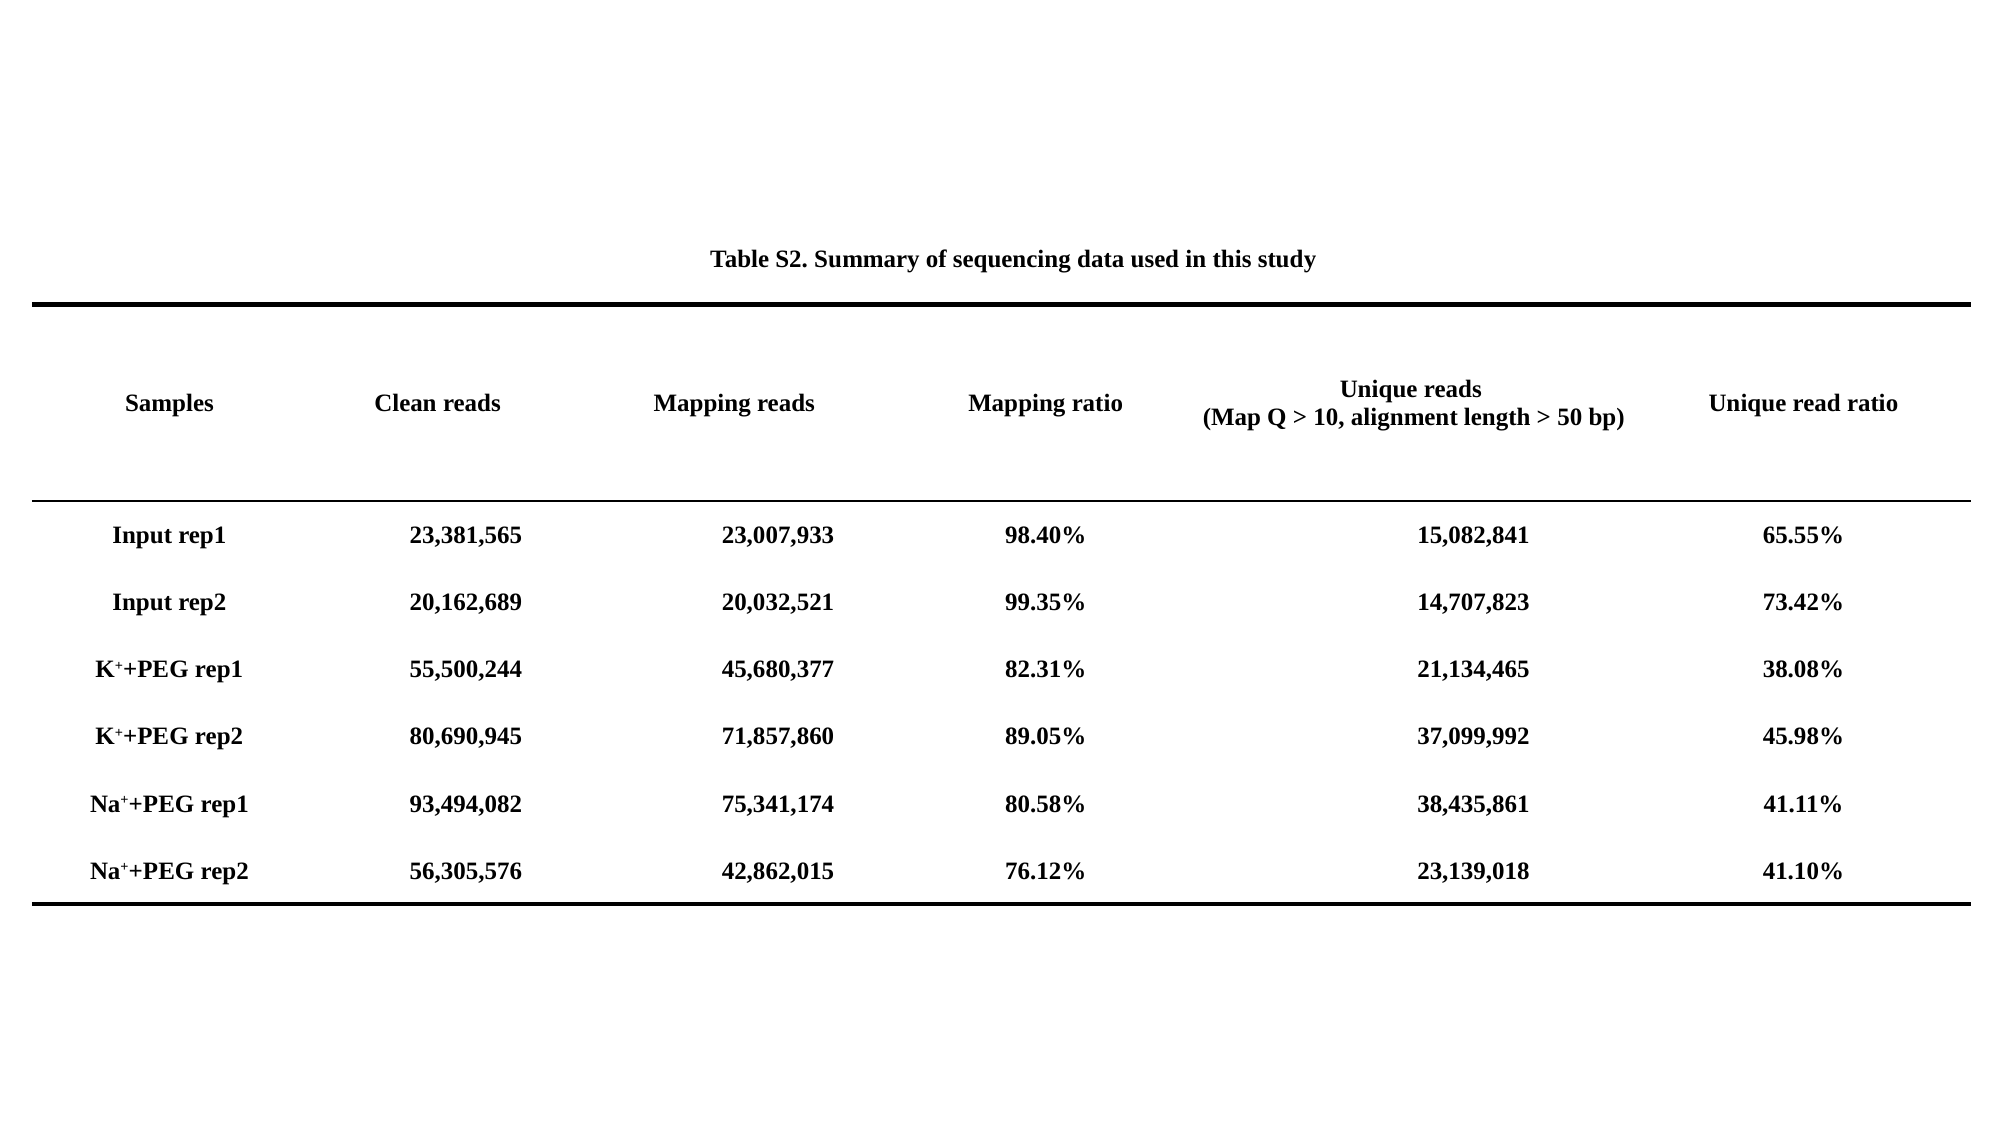

Table S2. Summary of sequencing data used in this study
| Samples | Clean reads | Mapping reads | Mapping ratio | Unique reads (Map Q > 10, alignment length > 50 bp) | Unique read ratio |
| --- | --- | --- | --- | --- | --- |
| Input rep1 | 23,381,565 | 23,007,933 | 98.40% | 15,082,841 | 65.55% |
| Input rep2 | 20,162,689 | 20,032,521 | 99.35% | 14,707,823 | 73.42% |
| K++PEG rep1 | 55,500,244 | 45,680,377 | 82.31% | 21,134,465 | 38.08% |
| K++PEG rep2 | 80,690,945 | 71,857,860 | 89.05% | 37,099,992 | 45.98% |
| Na++PEG rep1 | 93,494,082 | 75,341,174 | 80.58% | 38,435,861 | 41.11% |
| Na++PEG rep2 | 56,305,576 | 42,862,015 | 76.12% | 23,139,018 | 41.10% |

## Slide 2
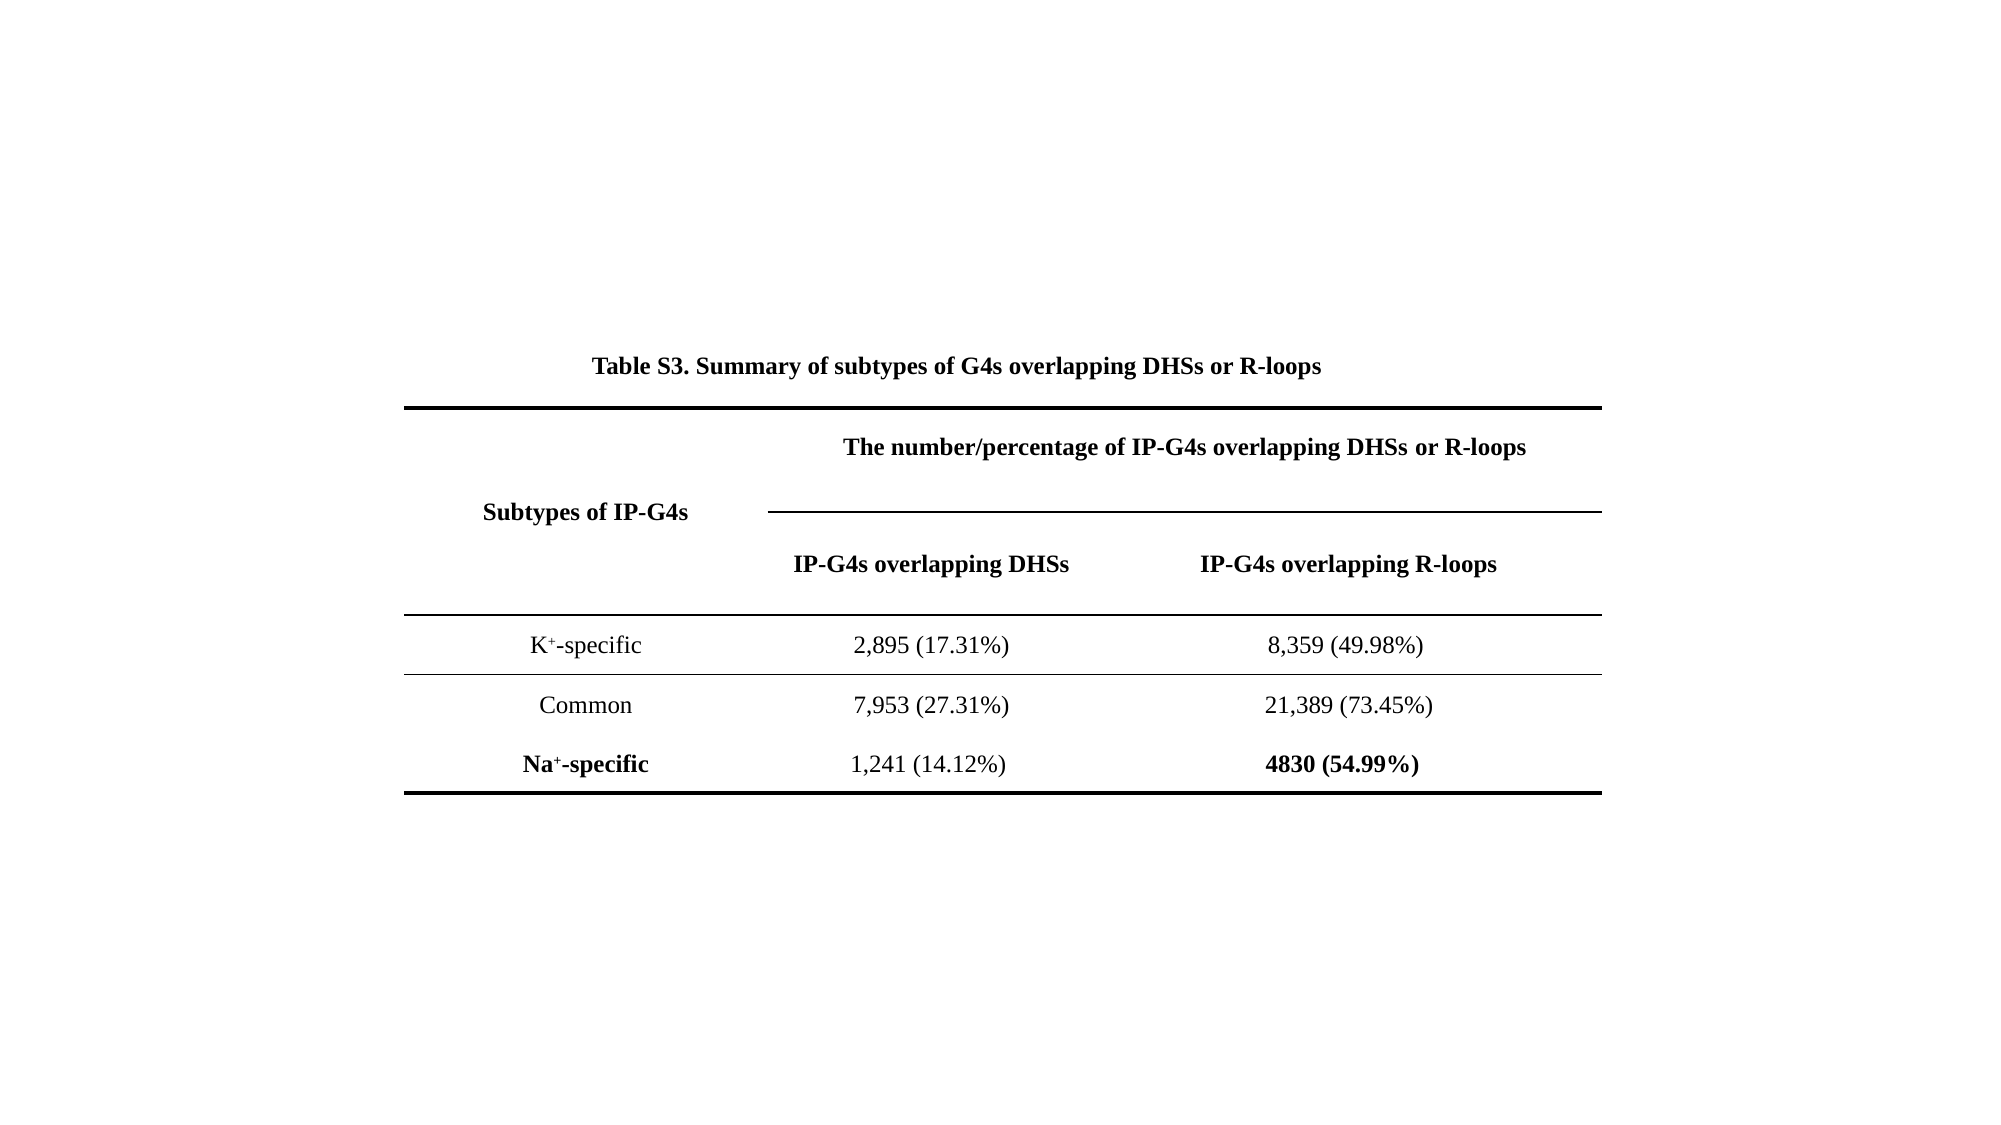

Table S3. Summary of subtypes of G4s overlapping DHSs or R-loops
| Subtypes of IP-G4s | The number/percentage of IP-G4s overlapping DHSs or R-loops | |
| --- | --- | --- |
| | IP-G4s overlapping DHSs | IP-G4s overlapping R-loops |
| K+-specific | 2,895 (17.31%) | 8,359 (49.98%) |
| Common | 7,953 (27.31%) | 21,389 (73.45%) |
| Na+-specific | 1,241 (14.12%) | 4830 (54.99%) |

## Slide 3
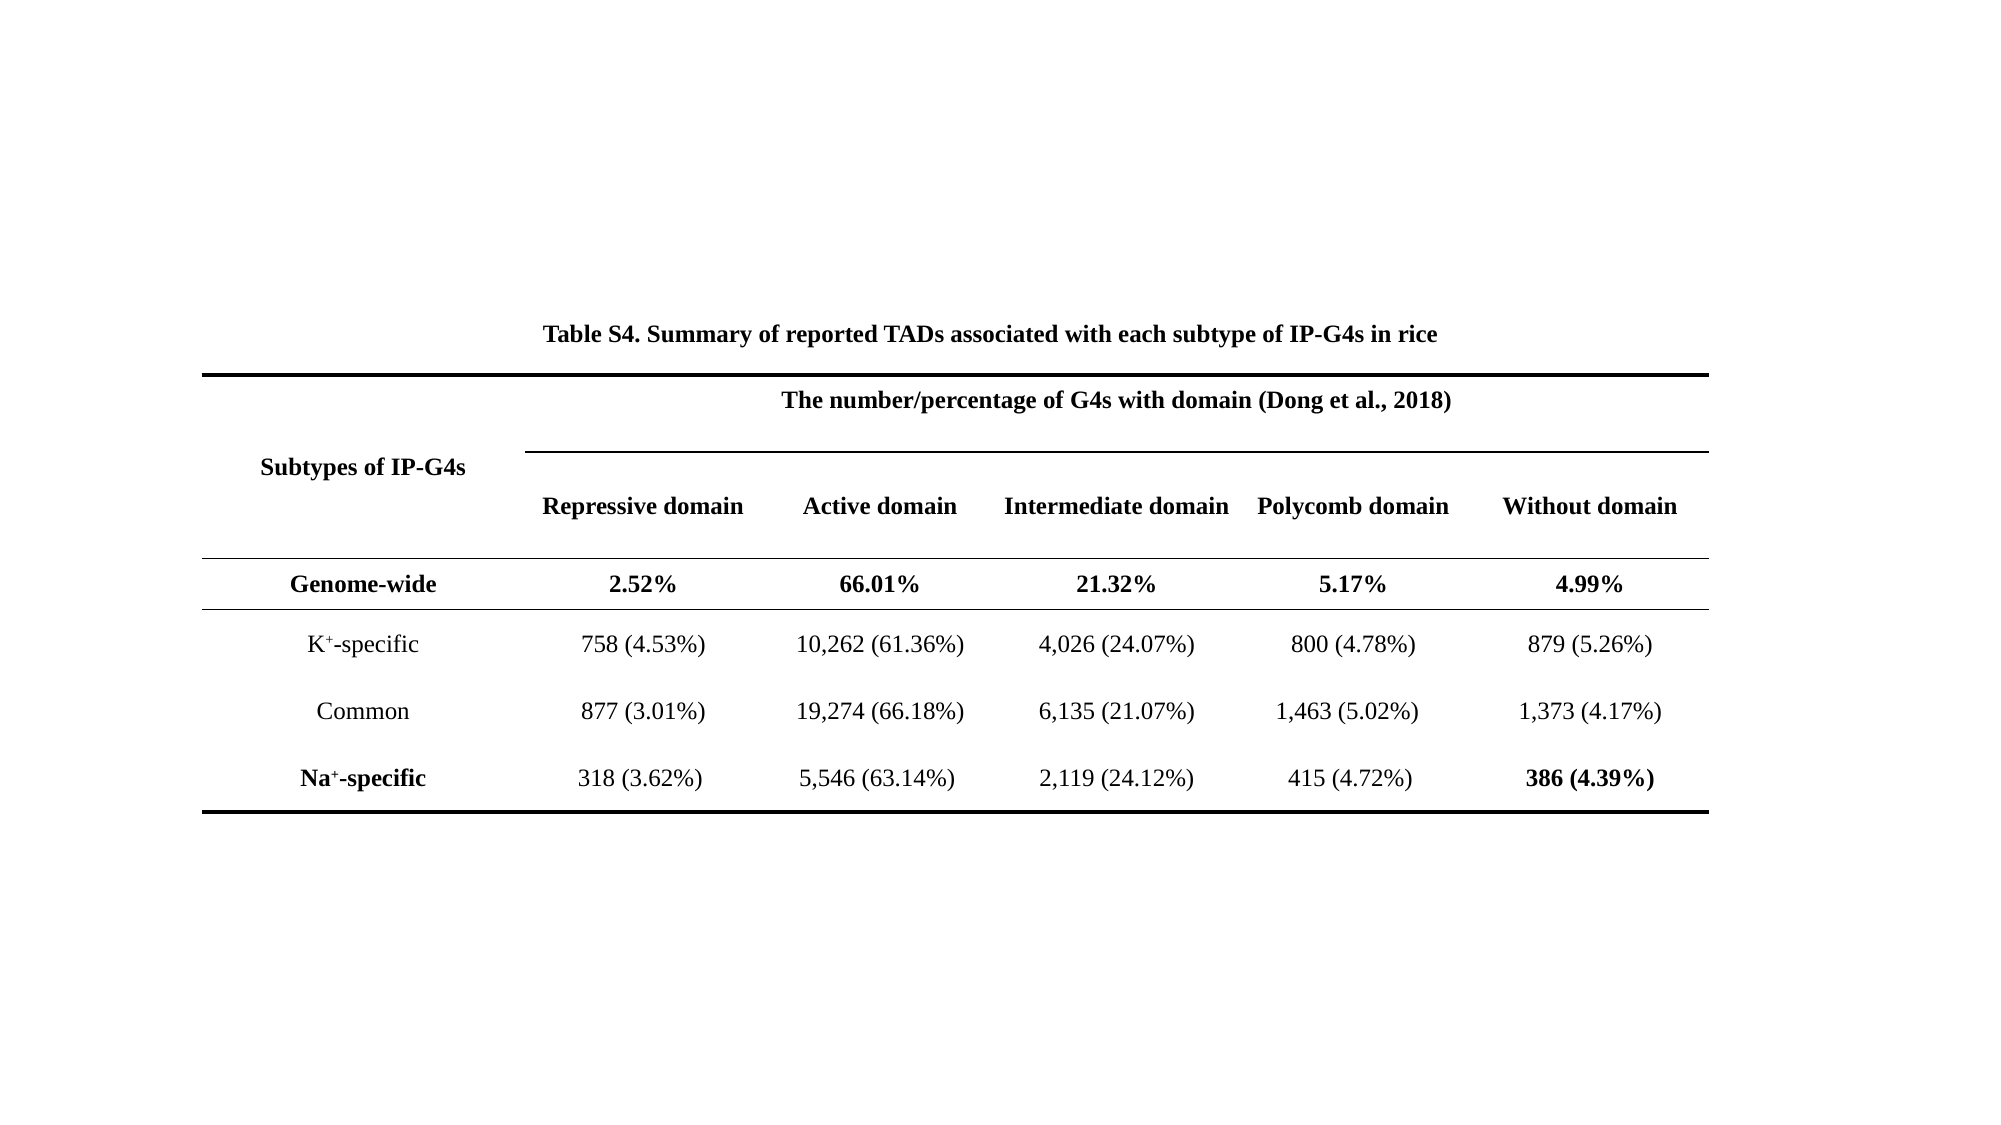

Table S4. Summary of reported TADs associated with each subtype of IP-G4s in rice
| Subtypes of IP-G4s | The number/percentage of G4s with domain (Dong et al., 2018) | | | | |
| --- | --- | --- | --- | --- | --- |
| | Repressive domain | Active domain | Intermediate domain | Polycomb domain | Without domain |
| Genome-wide | 2.52% | 66.01% | 21.32% | 5.17% | 4.99% |
| K+-specific | 758 (4.53%) | 10,262 (61.36%) | 4,026 (24.07%) | 800 (4.78%) | 879 (5.26%) |
| Common | 877 (3.01%) | 19,274 (66.18%) | 6,135 (21.07%) | 1,463 (5.02%) | 1,373 (4.17%) |
| Na+-specific | 318 (3.62%) | 5,546 (63.14%) | 2,119 (24.12%) | 415 (4.72%) | 386 (4.39%) |

## Slide 4
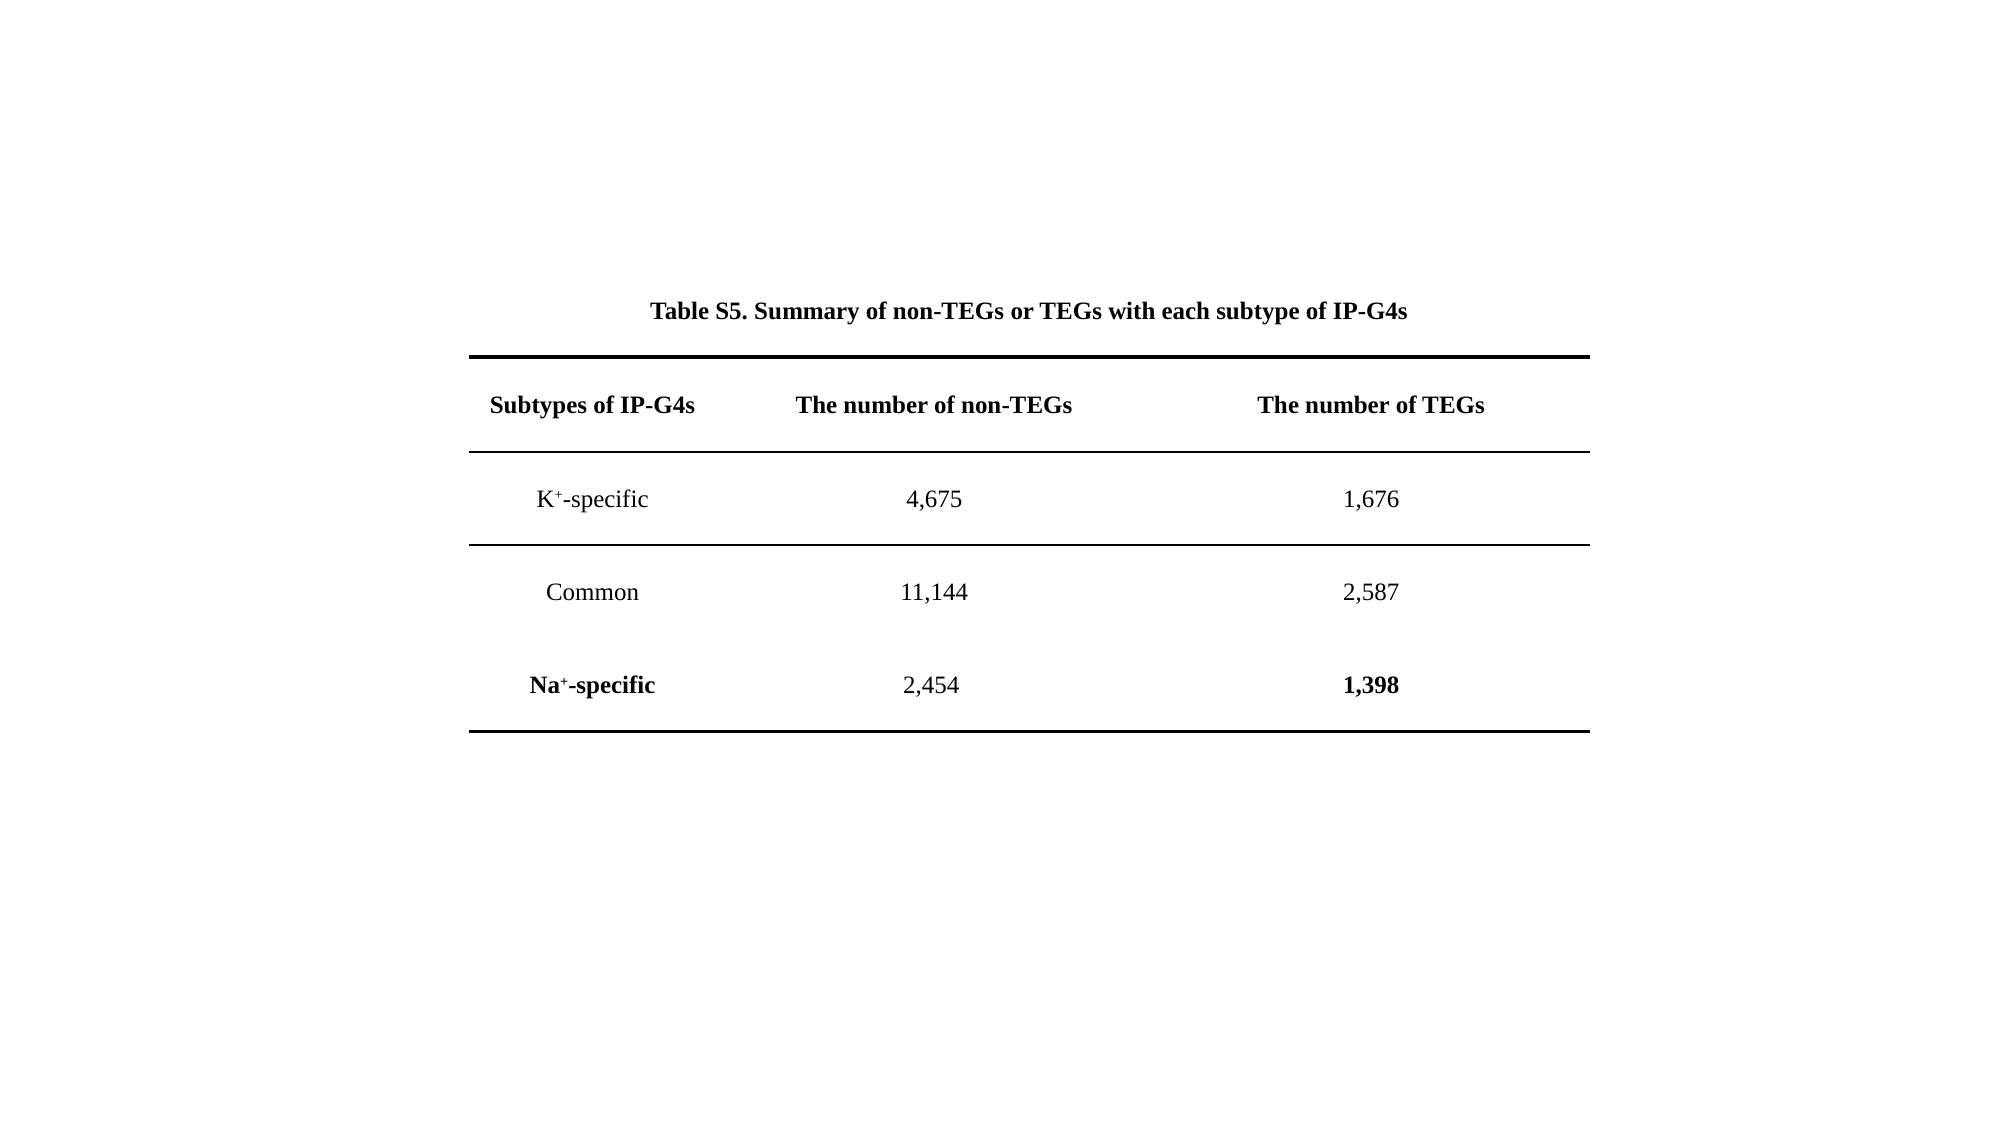

Table S5. Summary of non-TEGs or TEGs with each subtype of IP-G4s
| Subtypes of IP-G4s | The number of non-TEGs | The number of TEGs |
| --- | --- | --- |
| K+-specific | 4,675 | 1,676 |
| Common | 11,144 | 2,587 |
| Na+-specific | 2,454 | 1,398 |

## Slide 5
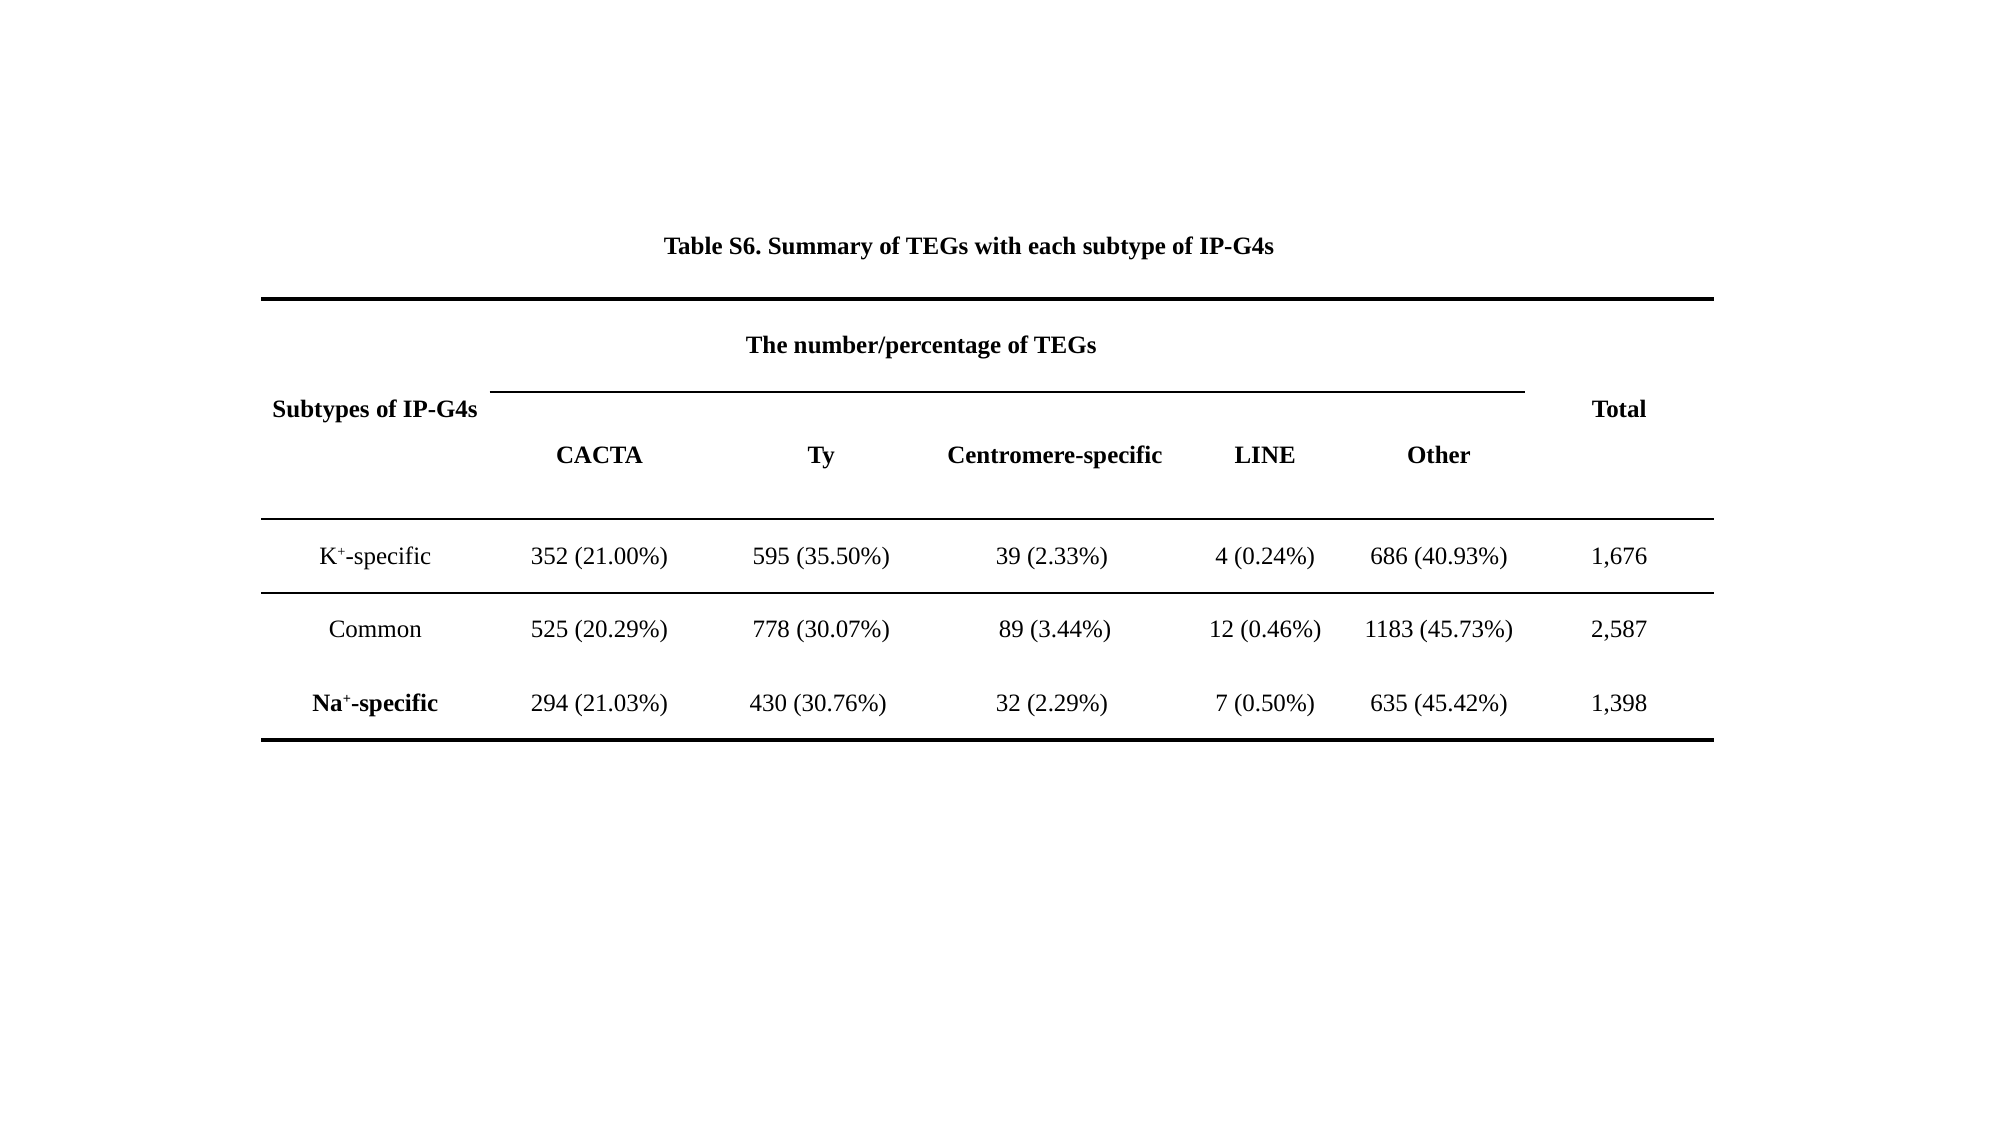

Table S6. Summary of TEGs with each subtype of IP-G4s
| Subtypes of IP-G4s | The number/percentage of TEGs | | | | | Total |
| --- | --- | --- | --- | --- | --- | --- |
| | CACTA | Ty | Centromere-specific | LINE | Other | |
| K+-specific | 352 (21.00%) | 595 (35.50%) | 39 (2.33%) | 4 (0.24%) | 686 (40.93%) | 1,676 |
| Common | 525 (20.29%) | 778 (30.07%) | 89 (3.44%) | 12 (0.46%) | 1183 (45.73%) | 2,587 |
| Na+-specific | 294 (21.03%) | 430 (30.76%) | 32 (2.29%) | 7 (0.50%) | 635 (45.42%) | 1,398 |

## Slide 6
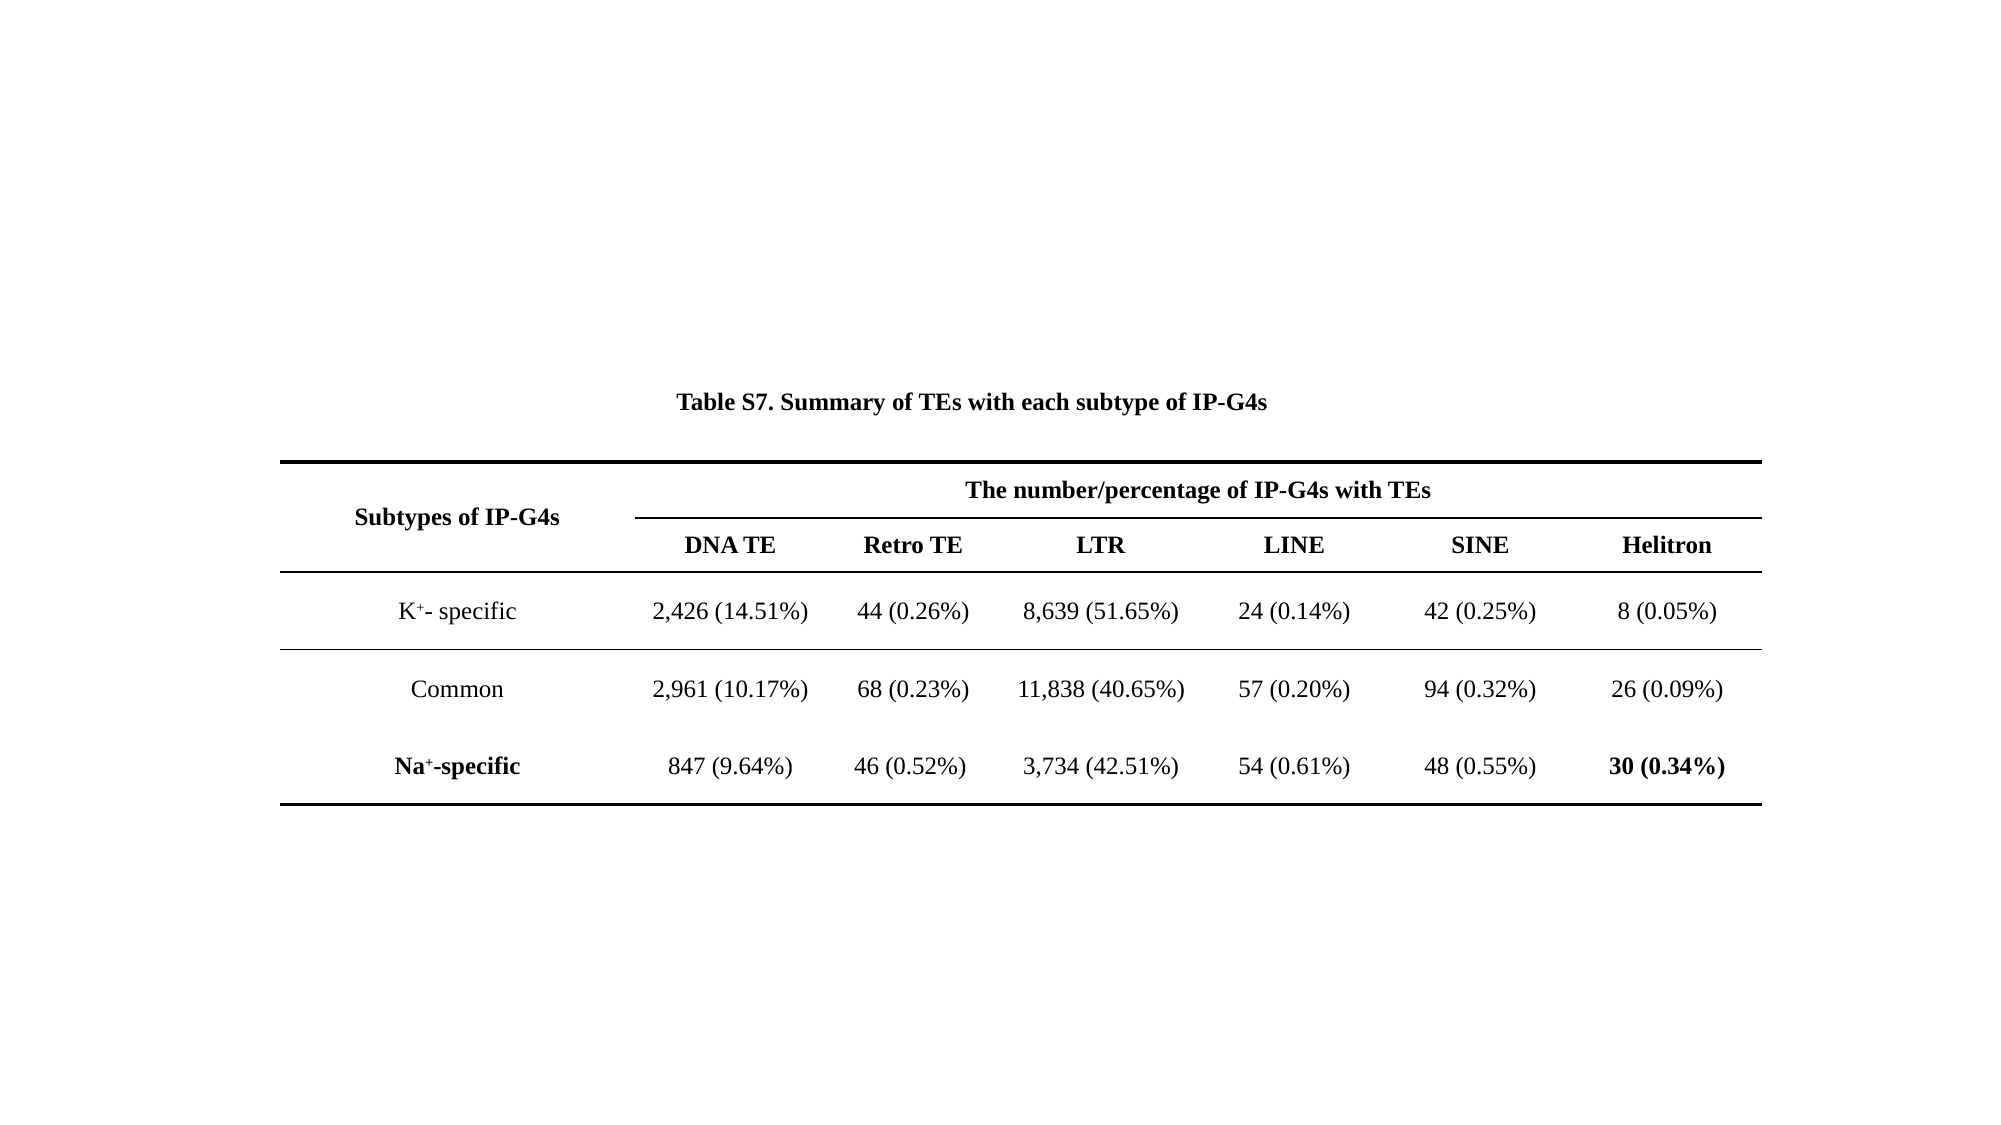

Table S7. Summary of TEs with each subtype of IP-G4s
| Subtypes of IP-G4s | The number/percentage of IP-G4s with TEs | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| | DNA TE | Retro TE | LTR | LINE | SINE | Helitron |
| K+- specific | 2,426 (14.51%) | 44 (0.26%) | 8,639 (51.65%) | 24 (0.14%) | 42 (0.25%) | 8 (0.05%) |
| Common | 2,961 (10.17%) | 68 (0.23%) | 11,838 (40.65%) | 57 (0.20%) | 94 (0.32%) | 26 (0.09%) |
| Na+-specific | 847 (9.64%) | 46 (0.52%) | 3,734 (42.51%) | 54 (0.61%) | 48 (0.55%) | 30 (0.34%) |

## Slide 7
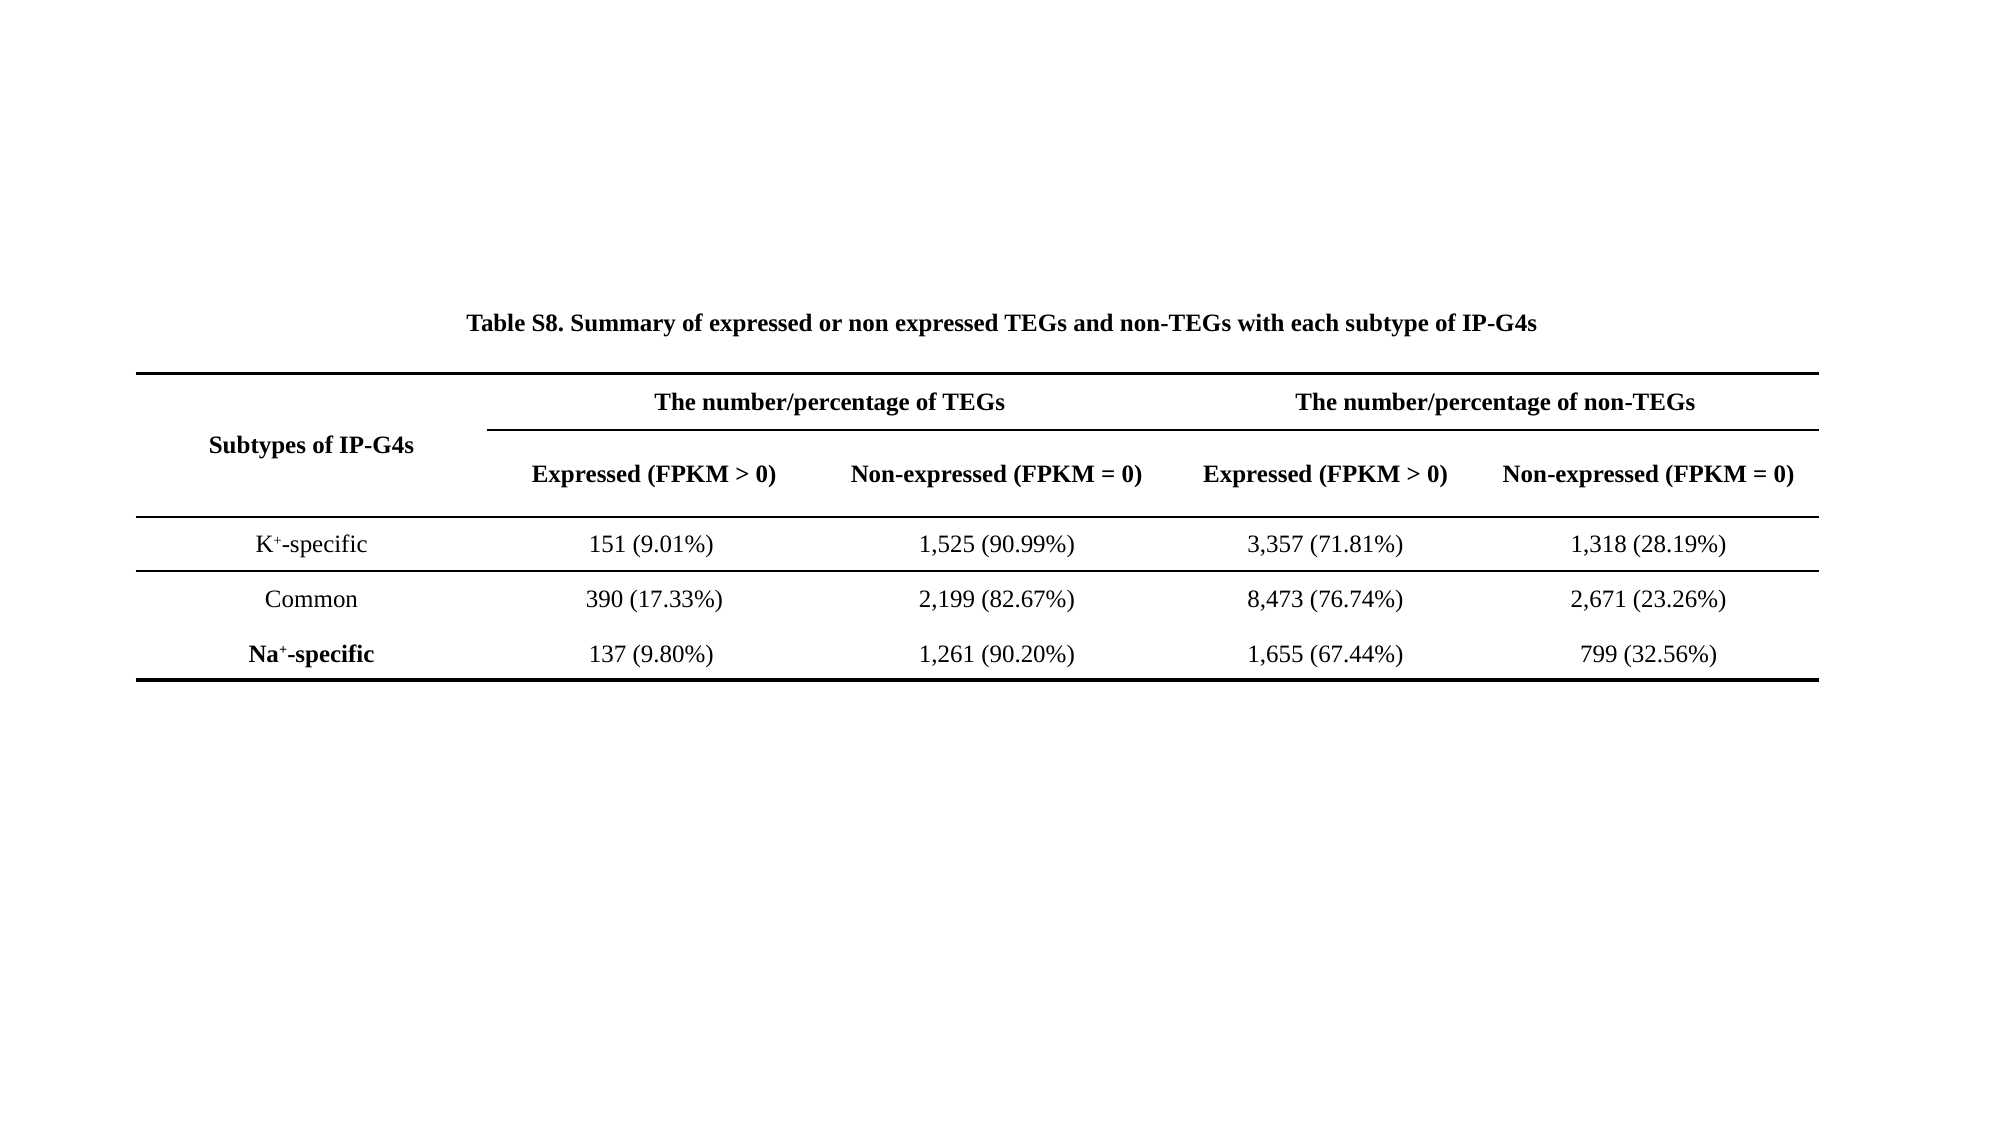

Table S8. Summary of expressed or non expressed TEGs and non-TEGs with each subtype of IP-G4s
| Subtypes of IP-G4s | The number/percentage of TEGs | | The number/percentage of non-TEGs | |
| --- | --- | --- | --- | --- |
| | Expressed (FPKM > 0) | Non-expressed (FPKM = 0) | Expressed (FPKM > 0) | Non-expressed (FPKM = 0) |
| K+-specific | 151 (9.01%) | 1,525 (90.99%) | 3,357 (71.81%) | 1,318 (28.19%) |
| Common | 390 (17.33%) | 2,199 (82.67%) | 8,473 (76.74%) | 2,671 (23.26%) |
| Na+-specific | 137 (9.80%) | 1,261 (90.20%) | 1,655 (67.44%) | 799 (32.56%) |

## Slide 8
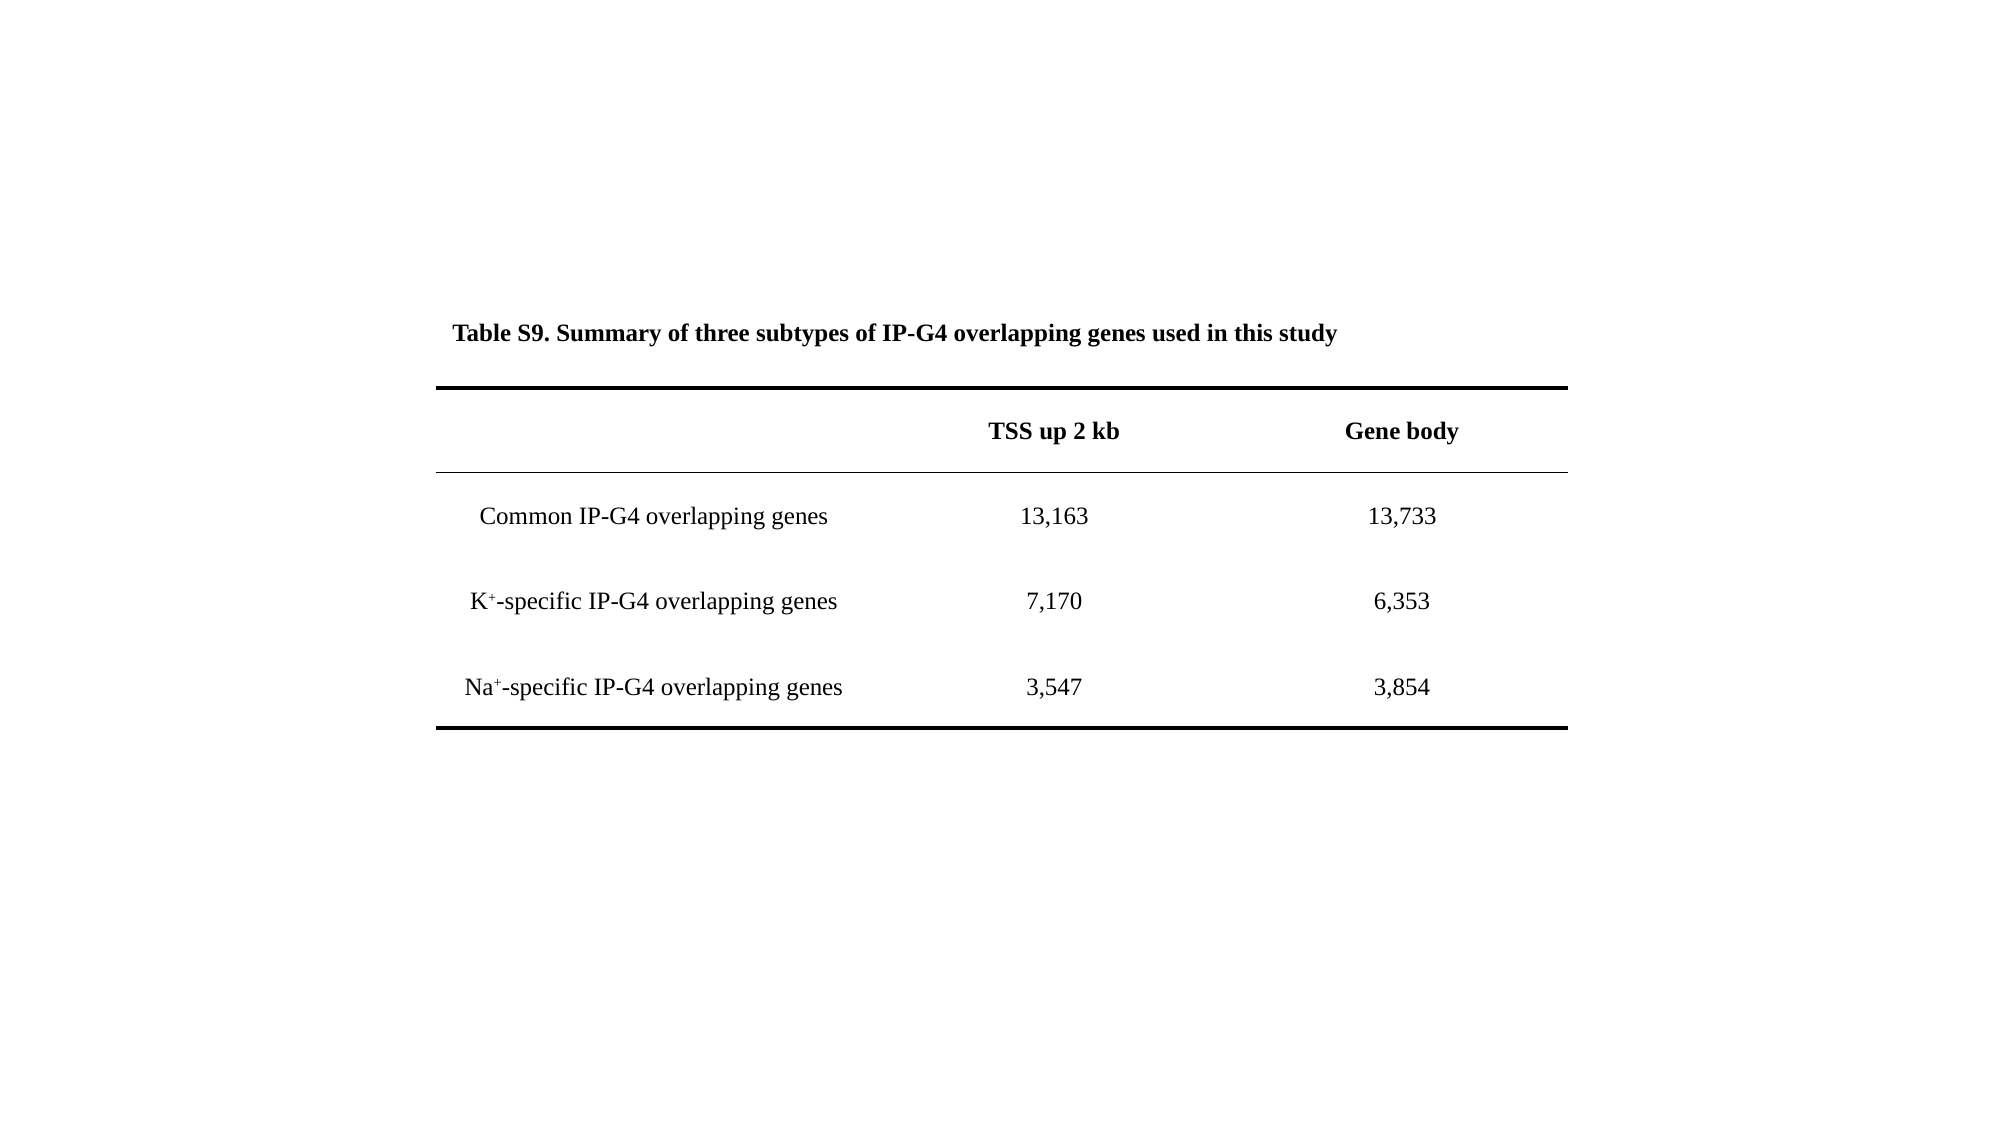

Table S9. Summary of three subtypes of IP-G4 overlapping genes used in this study
| | TSS up 2 kb | Gene body |
| --- | --- | --- |
| Common IP-G4 overlapping genes | 13,163 | 13,733 |
| K+-specific IP-G4 overlapping genes | 7,170 | 6,353 |
| Na+-specific IP-G4 overlapping genes | 3,547 | 3,854 |

## Slide 9
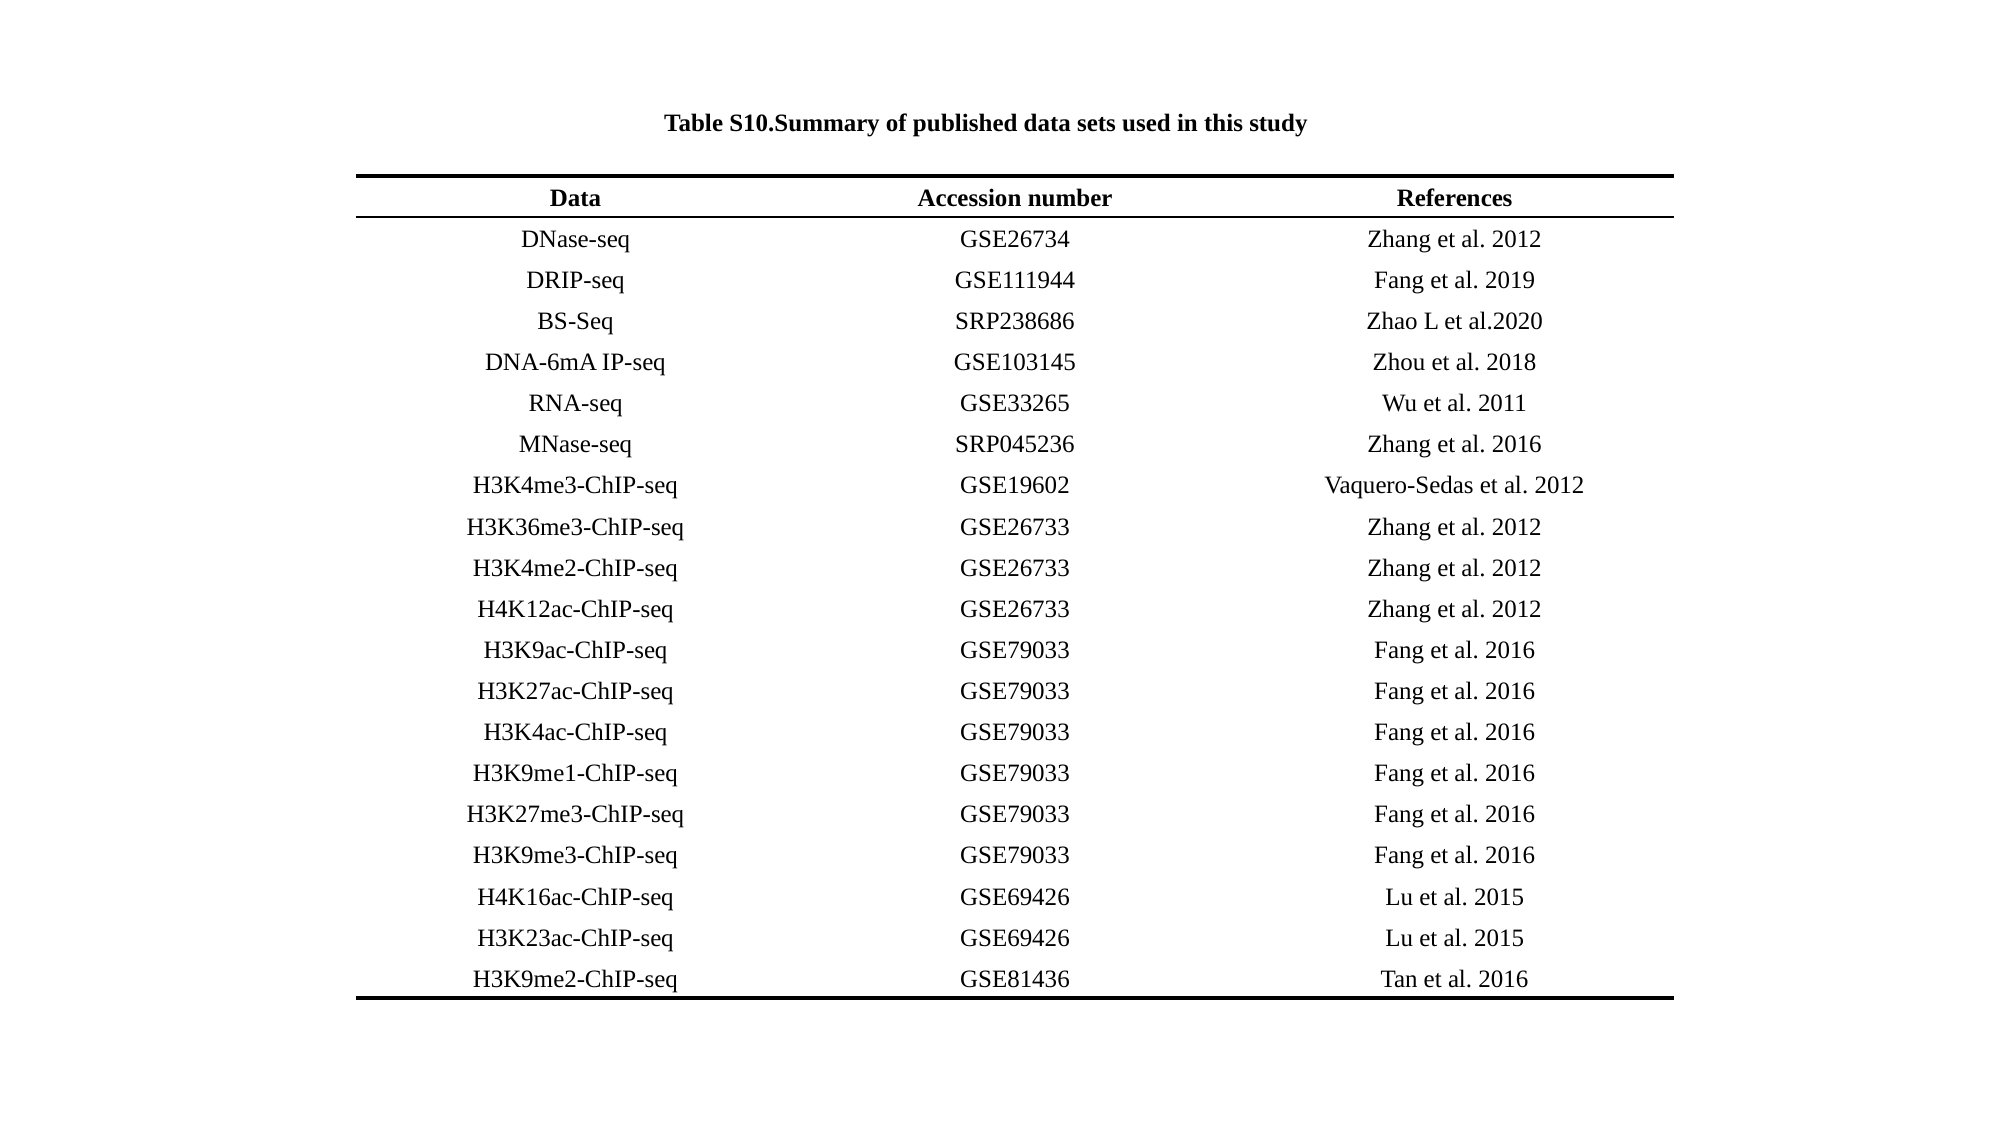

Table S10.Summary of published data sets used in this study
| Data | Accession number | References |
| --- | --- | --- |
| DNase-seq | GSE26734 | Zhang et al. 2012 |
| DRIP-seq | GSE111944 | Fang et al. 2019 |
| BS-Seq | SRP238686 | Zhao L et al.2020 |
| DNA-6mA IP-seq | GSE103145 | Zhou et al. 2018 |
| RNA-seq | GSE33265 | Wu et al. 2011 |
| MNase-seq | SRP045236 | Zhang et al. 2016 |
| H3K4me3-ChIP-seq | GSE19602 | Vaquero-Sedas et al. 2012 |
| H3K36me3-ChIP-seq | GSE26733 | Zhang et al. 2012 |
| H3K4me2-ChIP-seq | GSE26733 | Zhang et al. 2012 |
| H4K12ac-ChIP-seq | GSE26733 | Zhang et al. 2012 |
| H3K9ac-ChIP-seq | GSE79033 | Fang et al. 2016 |
| H3K27ac-ChIP-seq | GSE79033 | Fang et al. 2016 |
| H3K4ac-ChIP-seq | GSE79033 | Fang et al. 2016 |
| H3K9me1-ChIP-seq | GSE79033 | Fang et al. 2016 |
| H3K27me3-ChIP-seq | GSE79033 | Fang et al. 2016 |
| H3K9me3-ChIP-seq | GSE79033 | Fang et al. 2016 |
| H4K16ac-ChIP-seq | GSE69426 | Lu et al. 2015 |
| H3K23ac-ChIP-seq | GSE69426 | Lu et al. 2015 |
| H3K9me2-ChIP-seq | GSE81436 | Tan et al. 2016 |

## Slide 10
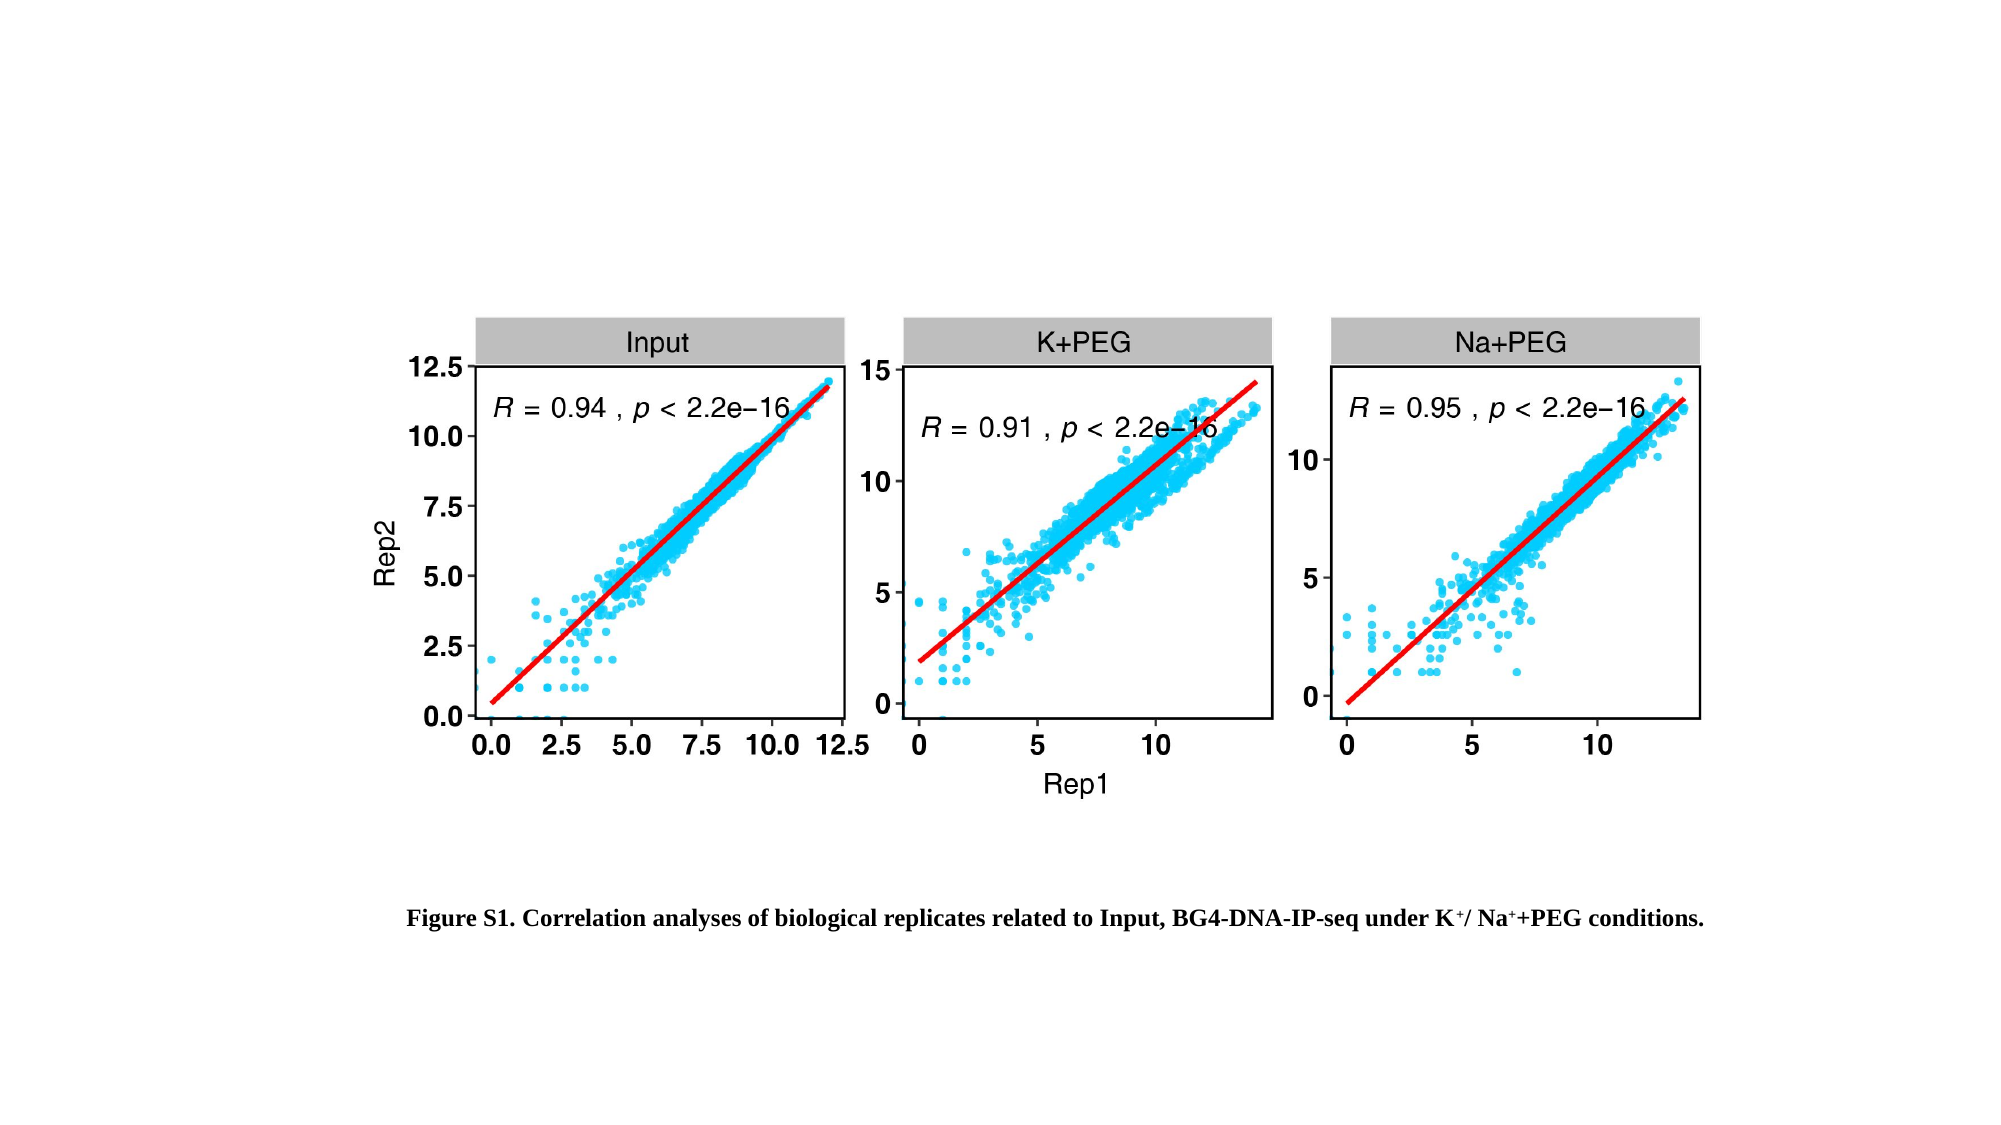

Figure S1. Correlation analyses of biological replicates related to Input, BG4-DNA-IP-seq under K+/ Na++PEG conditions.

## Slide 11
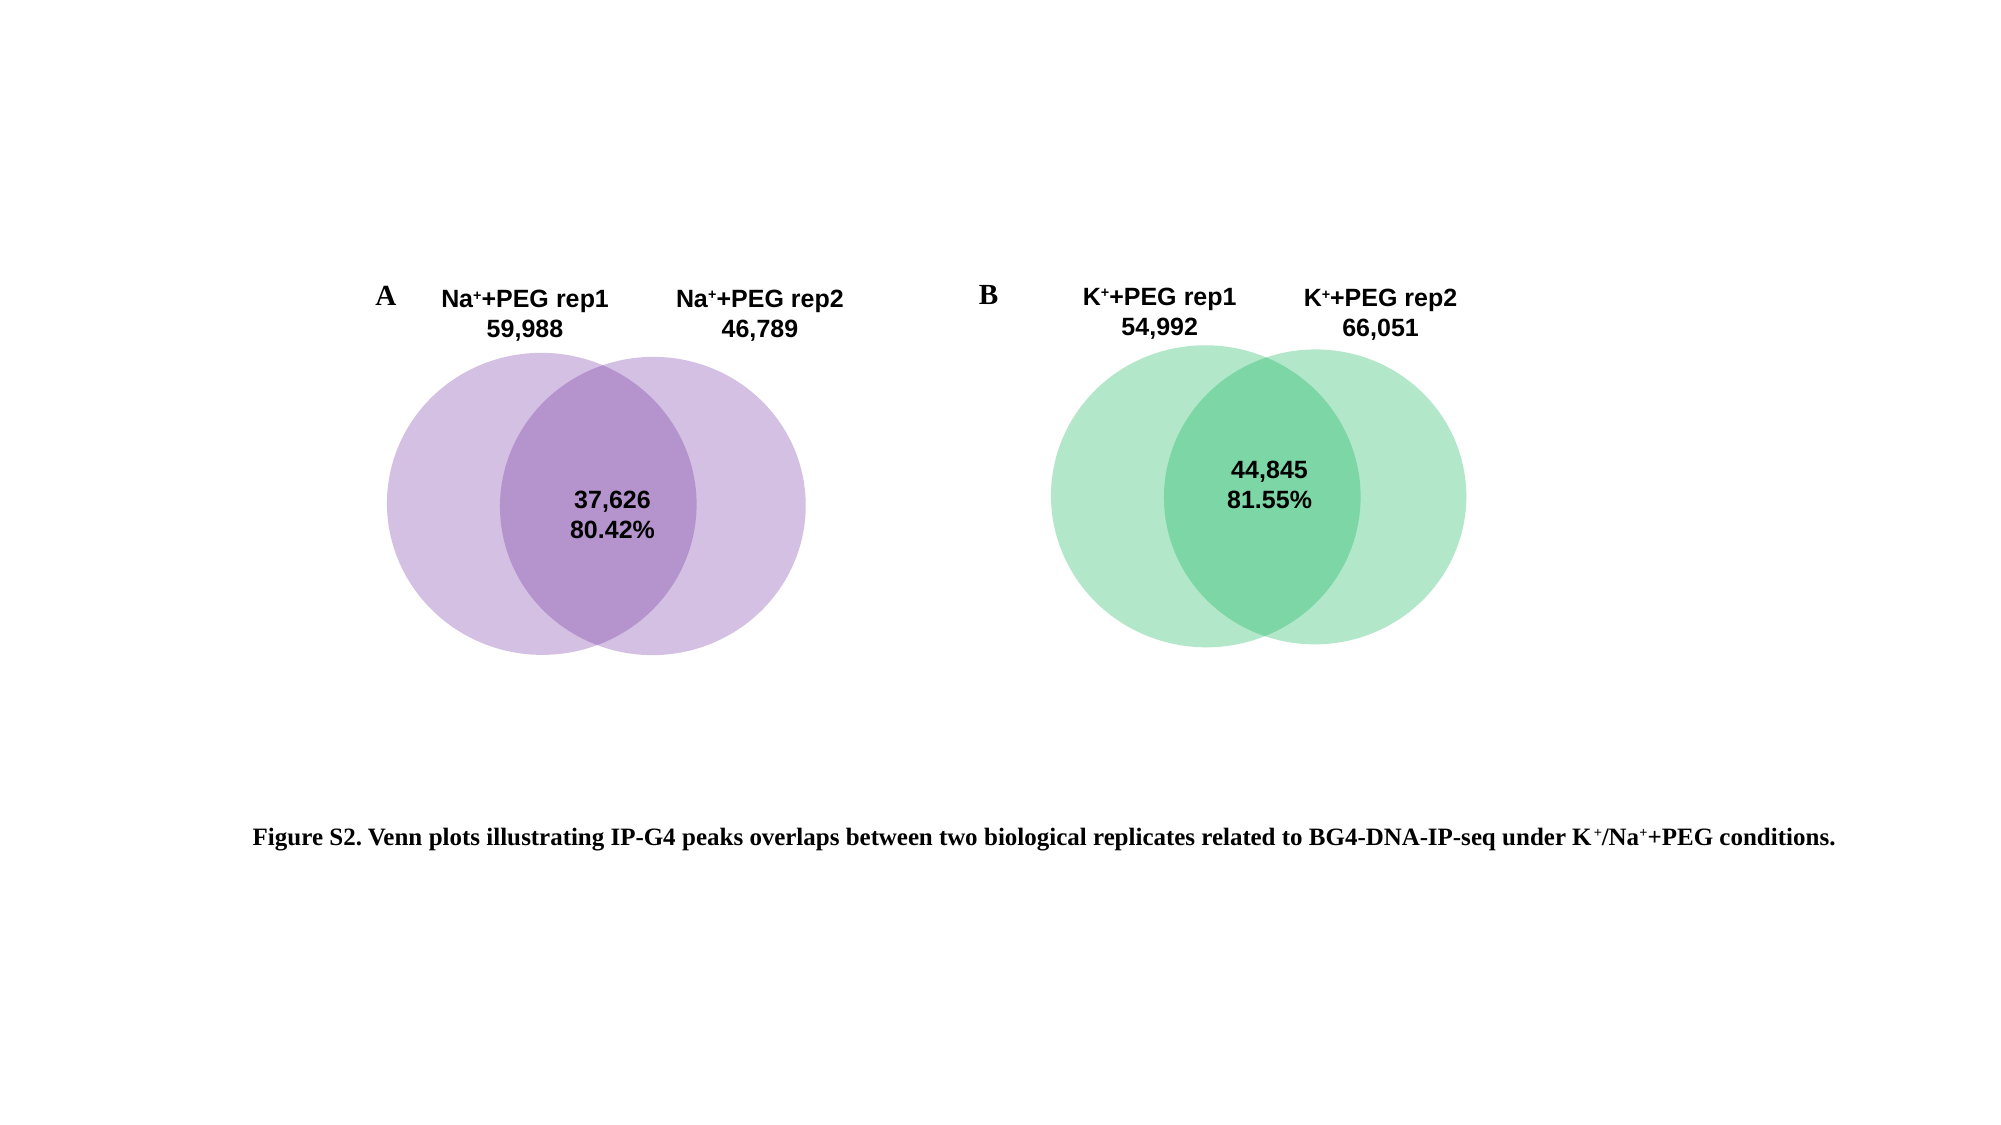

B
A
K++PEG rep1
54,992
K++PEG rep2
66,051
44,845
81.55%
Na++PEG rep2
46,789
Na++PEG rep1
59,988
37,626
80.42%
Figure S2. Venn plots illustrating IP-G4 peaks overlaps between two biological replicates related to BG4-DNA-IP-seq under K+/Na++PEG conditions.

## Slide 12
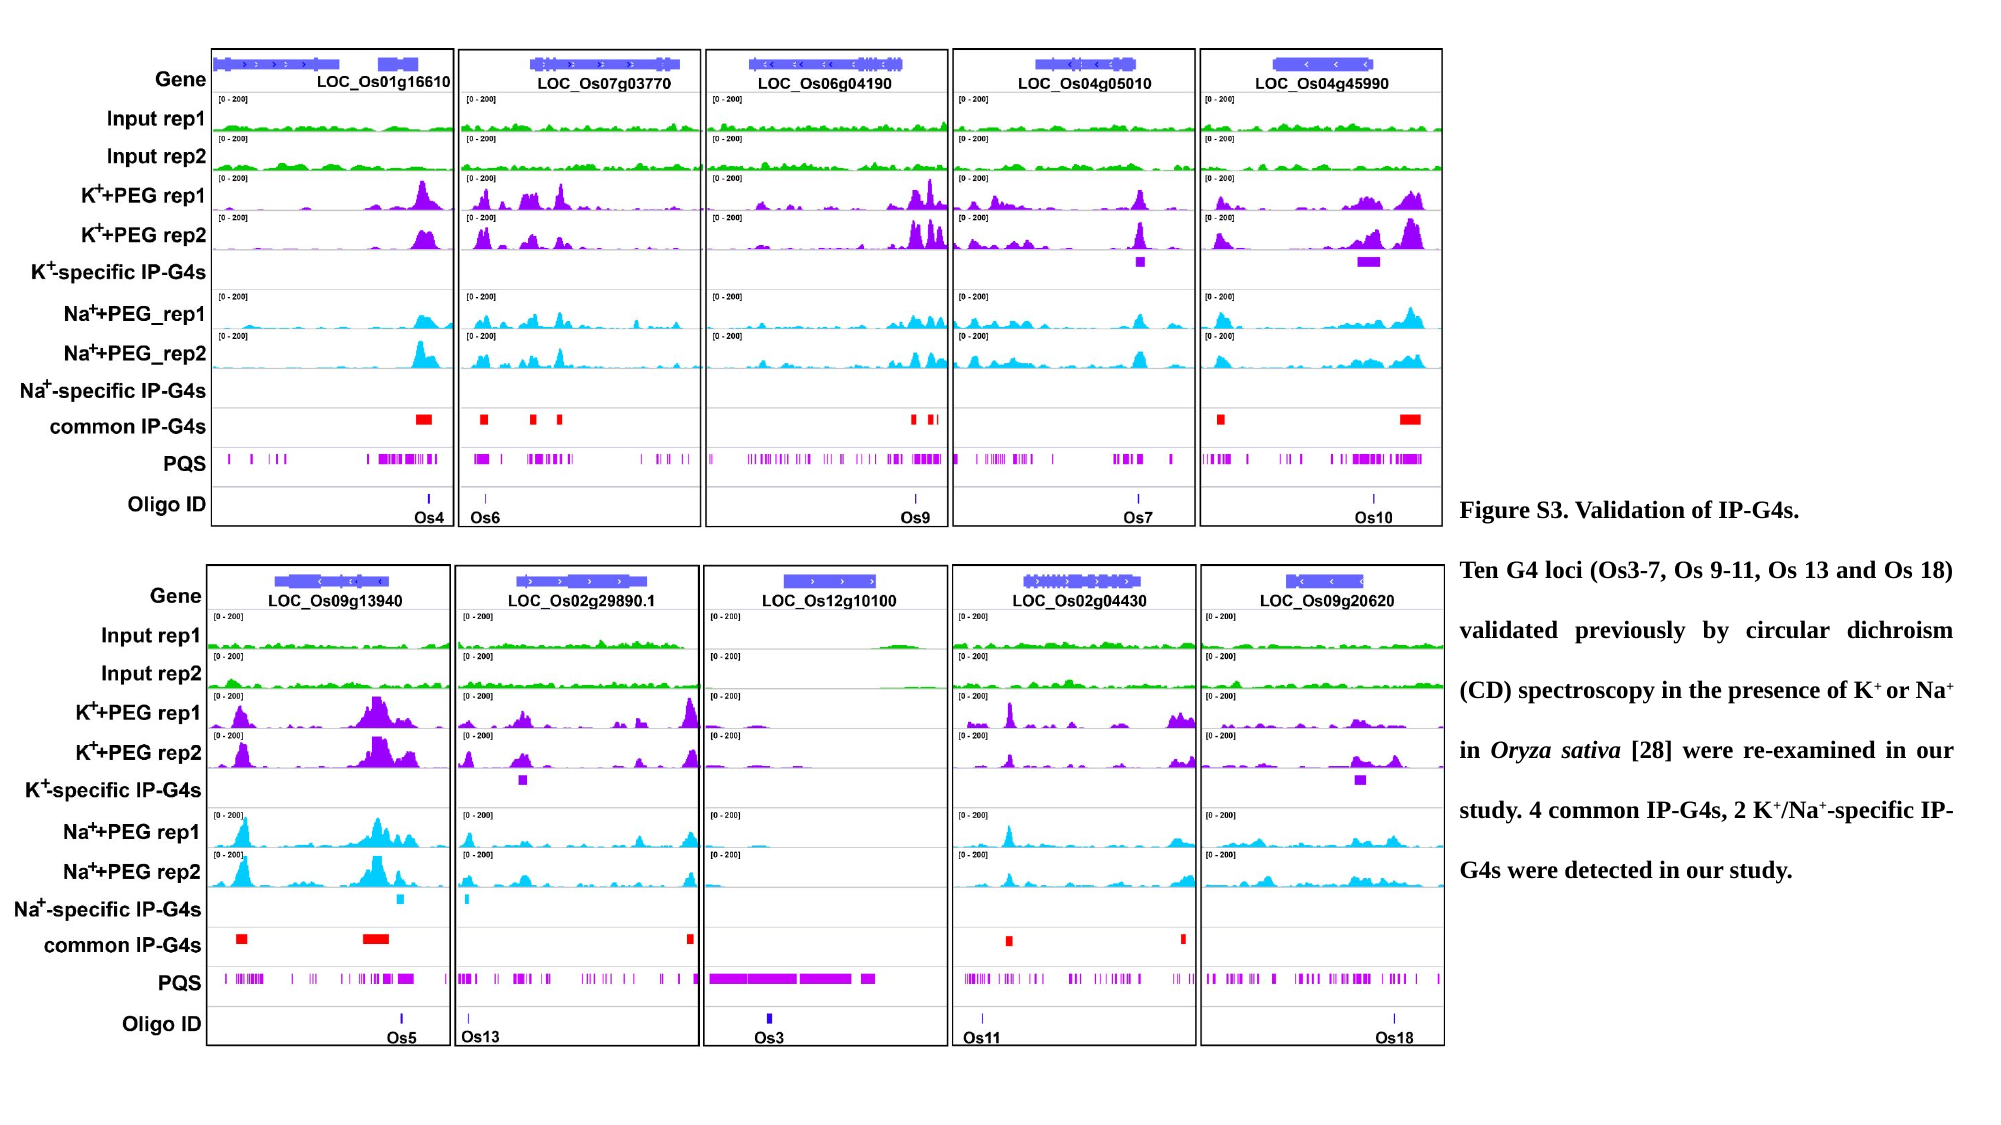

Figure S3. Validation of IP-G4s.
Ten G4 loci (Os3-7, Os 9-11, Os 13 and Os 18) validated previously by circular dichroism (CD) spectroscopy in the presence of K+ or Na+ in Oryza sativa [28] were re-examined in our study. 4 common IP-G4s, 2 K+/Na+-specific IP-G4s were detected in our study.

## Slide 13
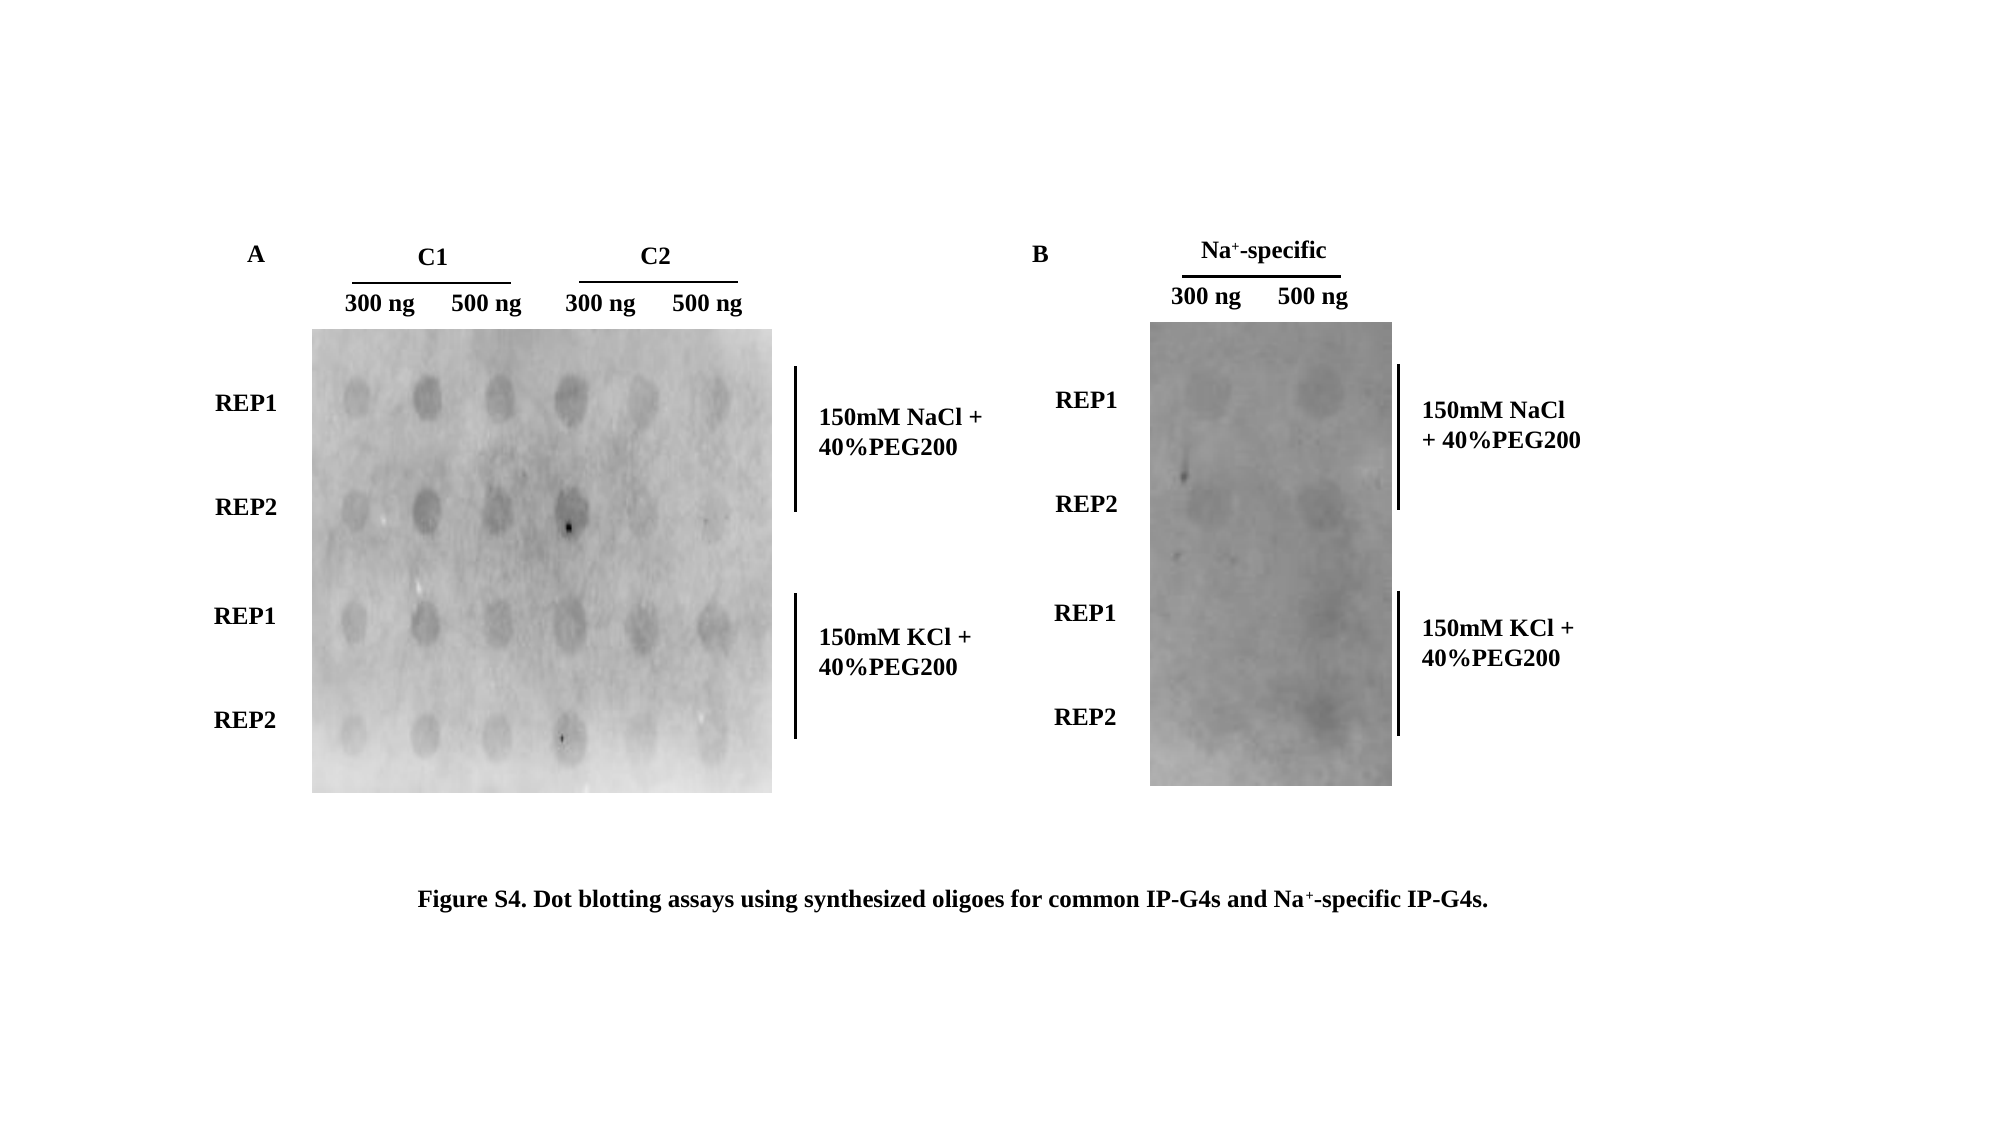

Na+-specific
300 ng
500 ng
REP1
REP2
REP1
REP2
150mM NaCl + 40%PEG200
150mM KCl + 40%PEG200
A
B
C2
C1
300 ng
500 ng
300 ng
500 ng
REP1
REP2
REP1
REP2
150mM NaCl + 40%PEG200
150mM KCl + 40%PEG200
Figure S4. Dot blotting assays using synthesized oligoes for common IP-G4s and Na+-specific IP-G4s.

## Slide 14
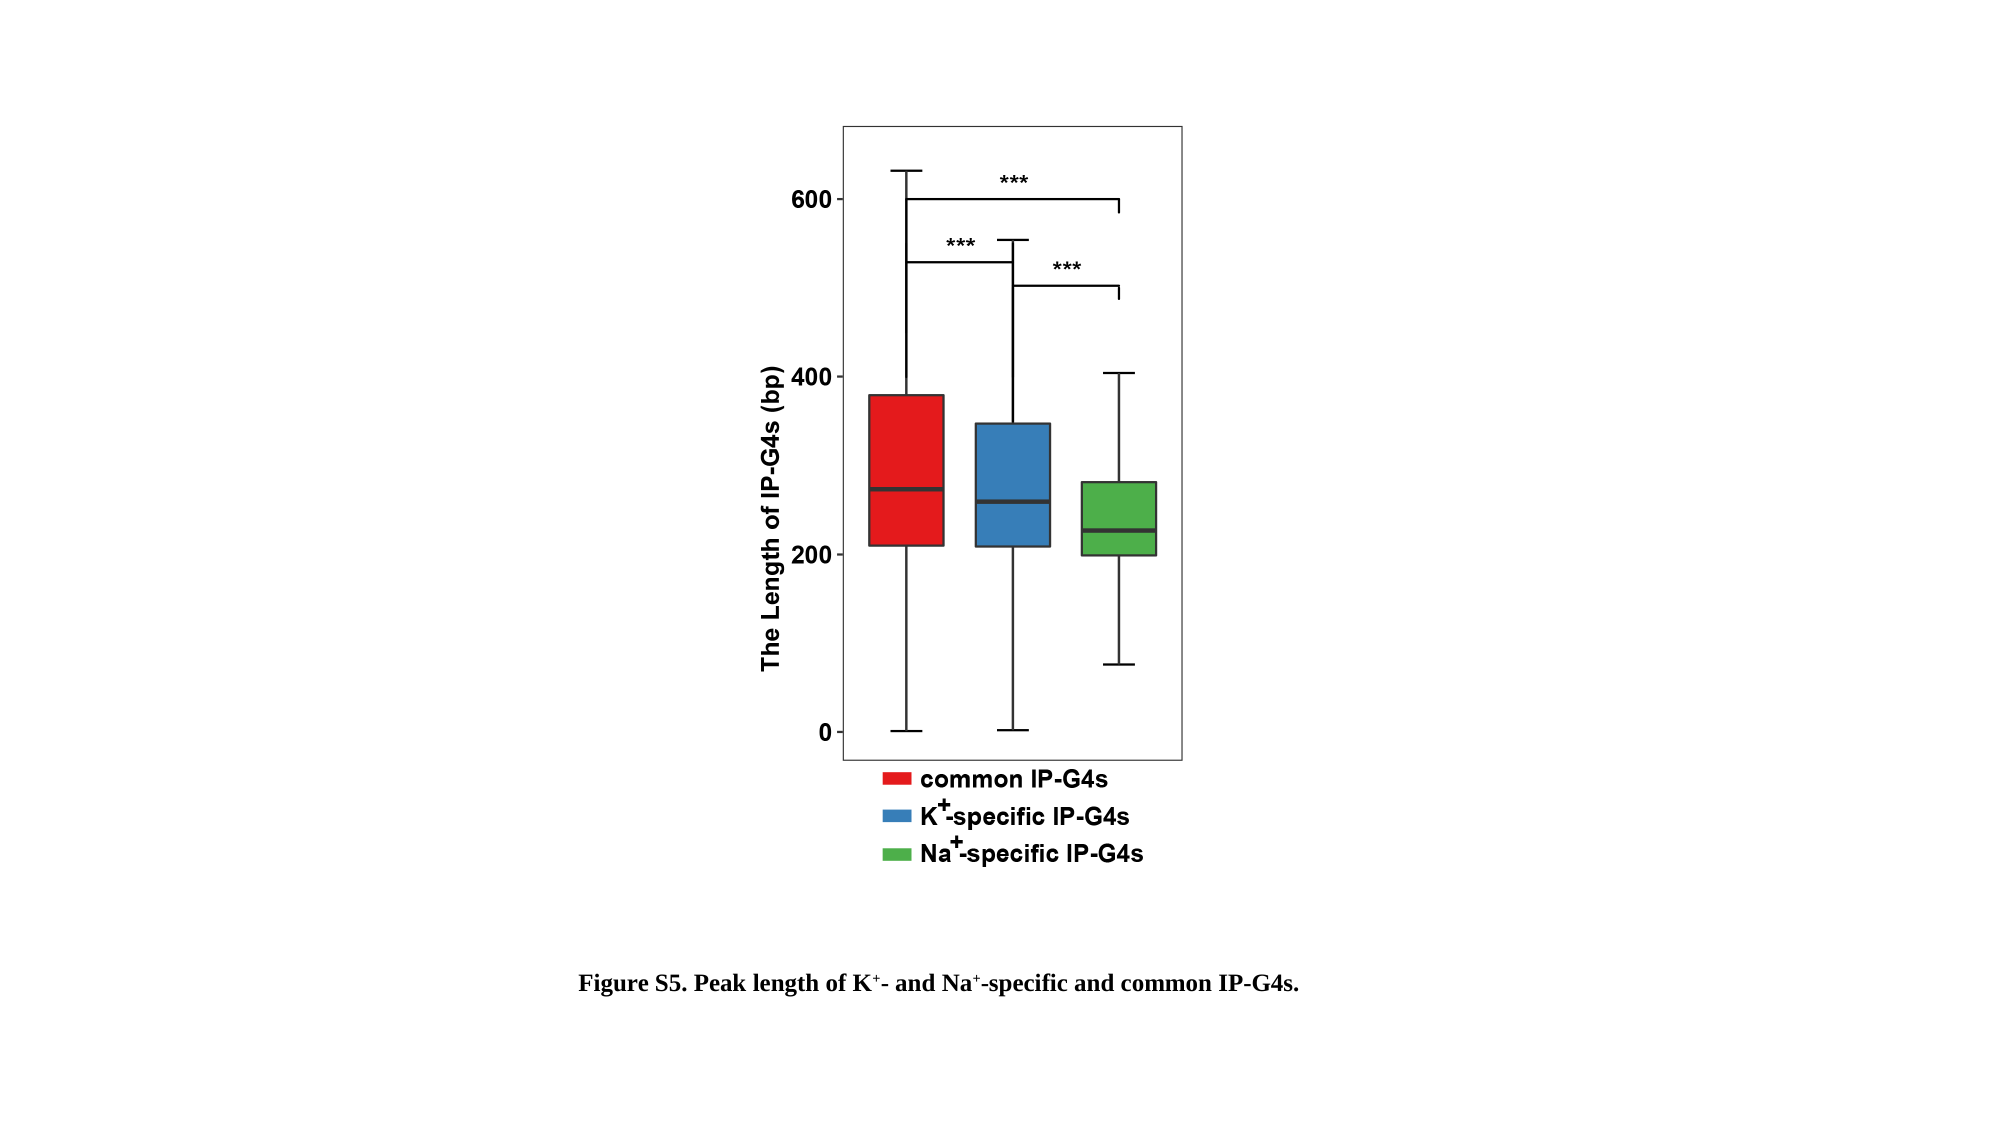

Figure S5. Peak length of K+- and Na+-specific and common IP-G4s.

## Slide 15
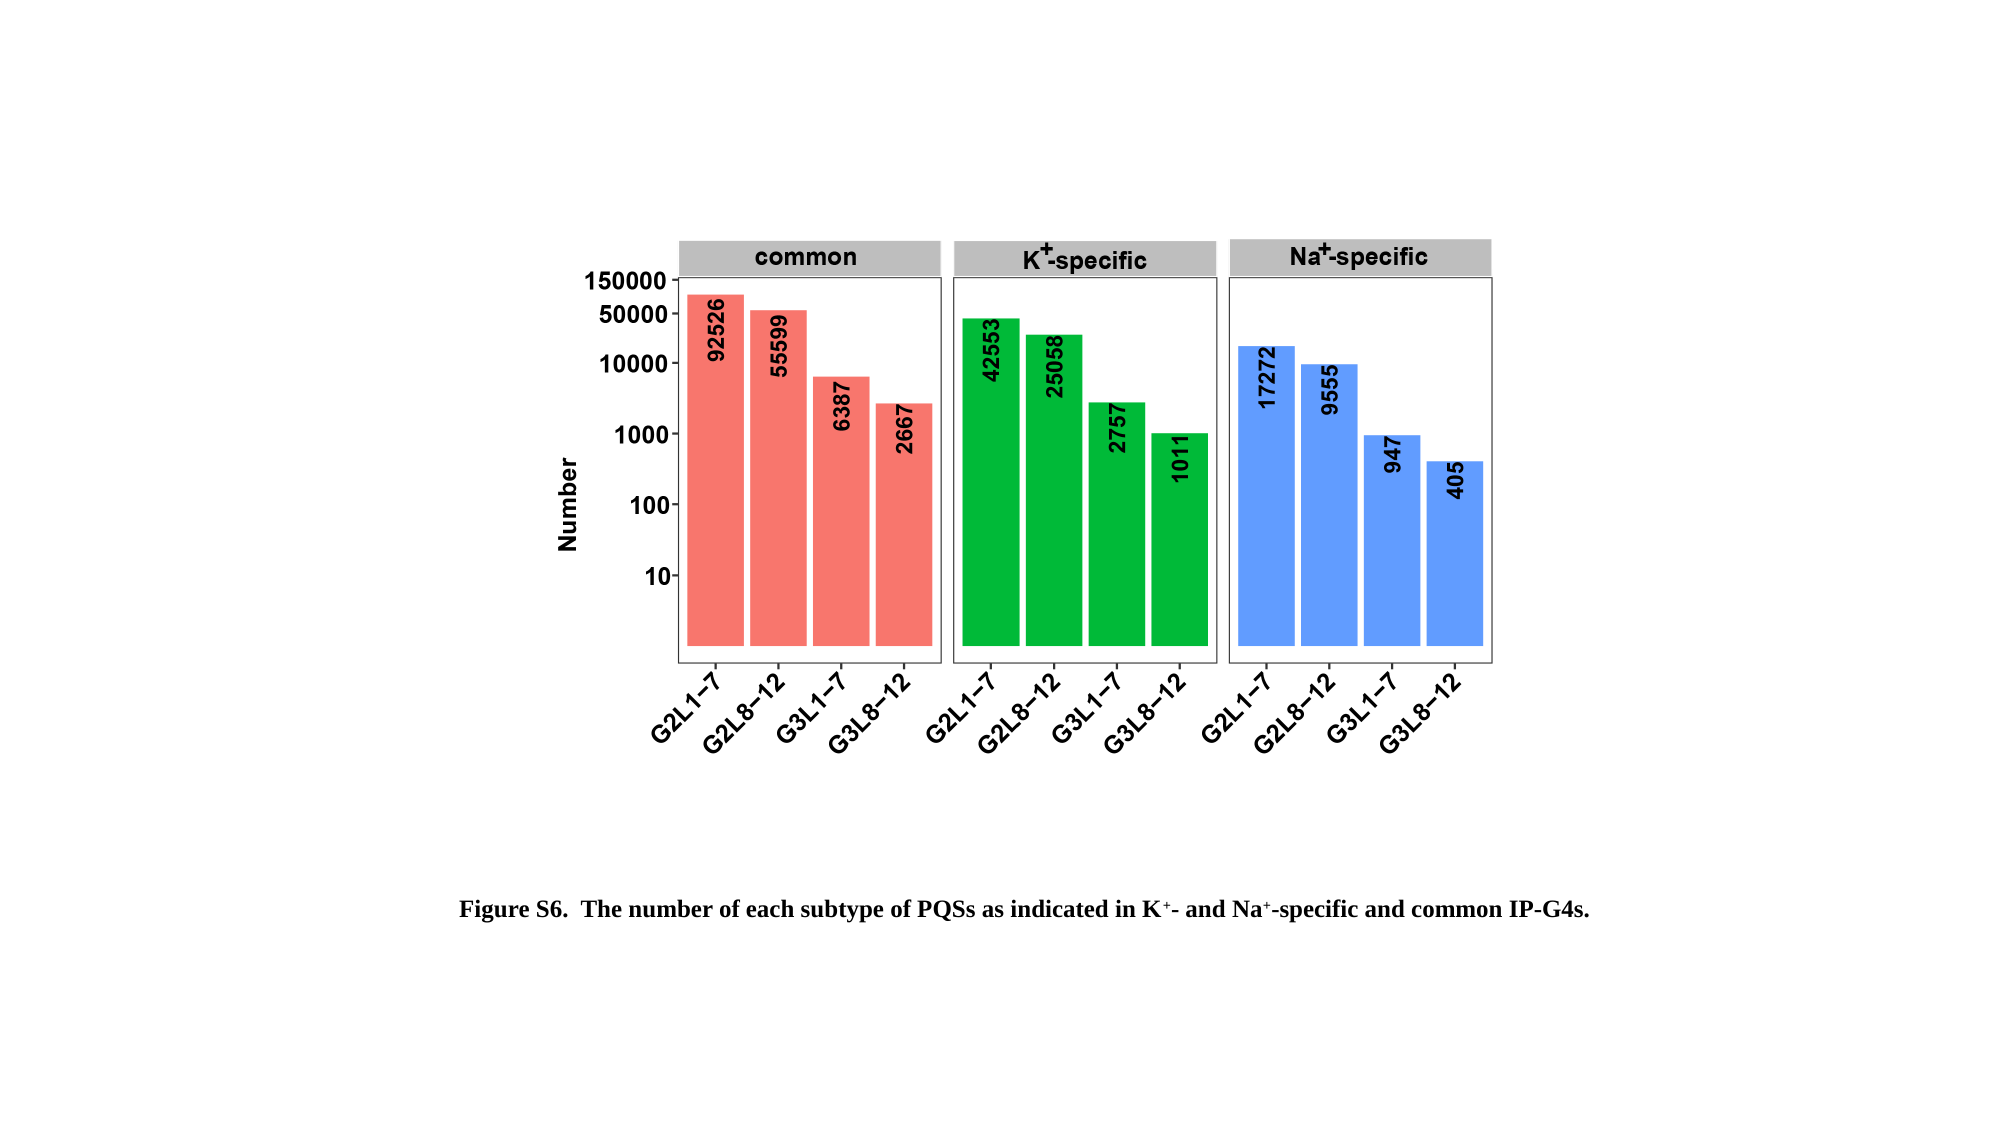

Figure S6. The number of each subtype of PQSs as indicated in K+- and Na+-specific and common IP-G4s.

## Slide 16
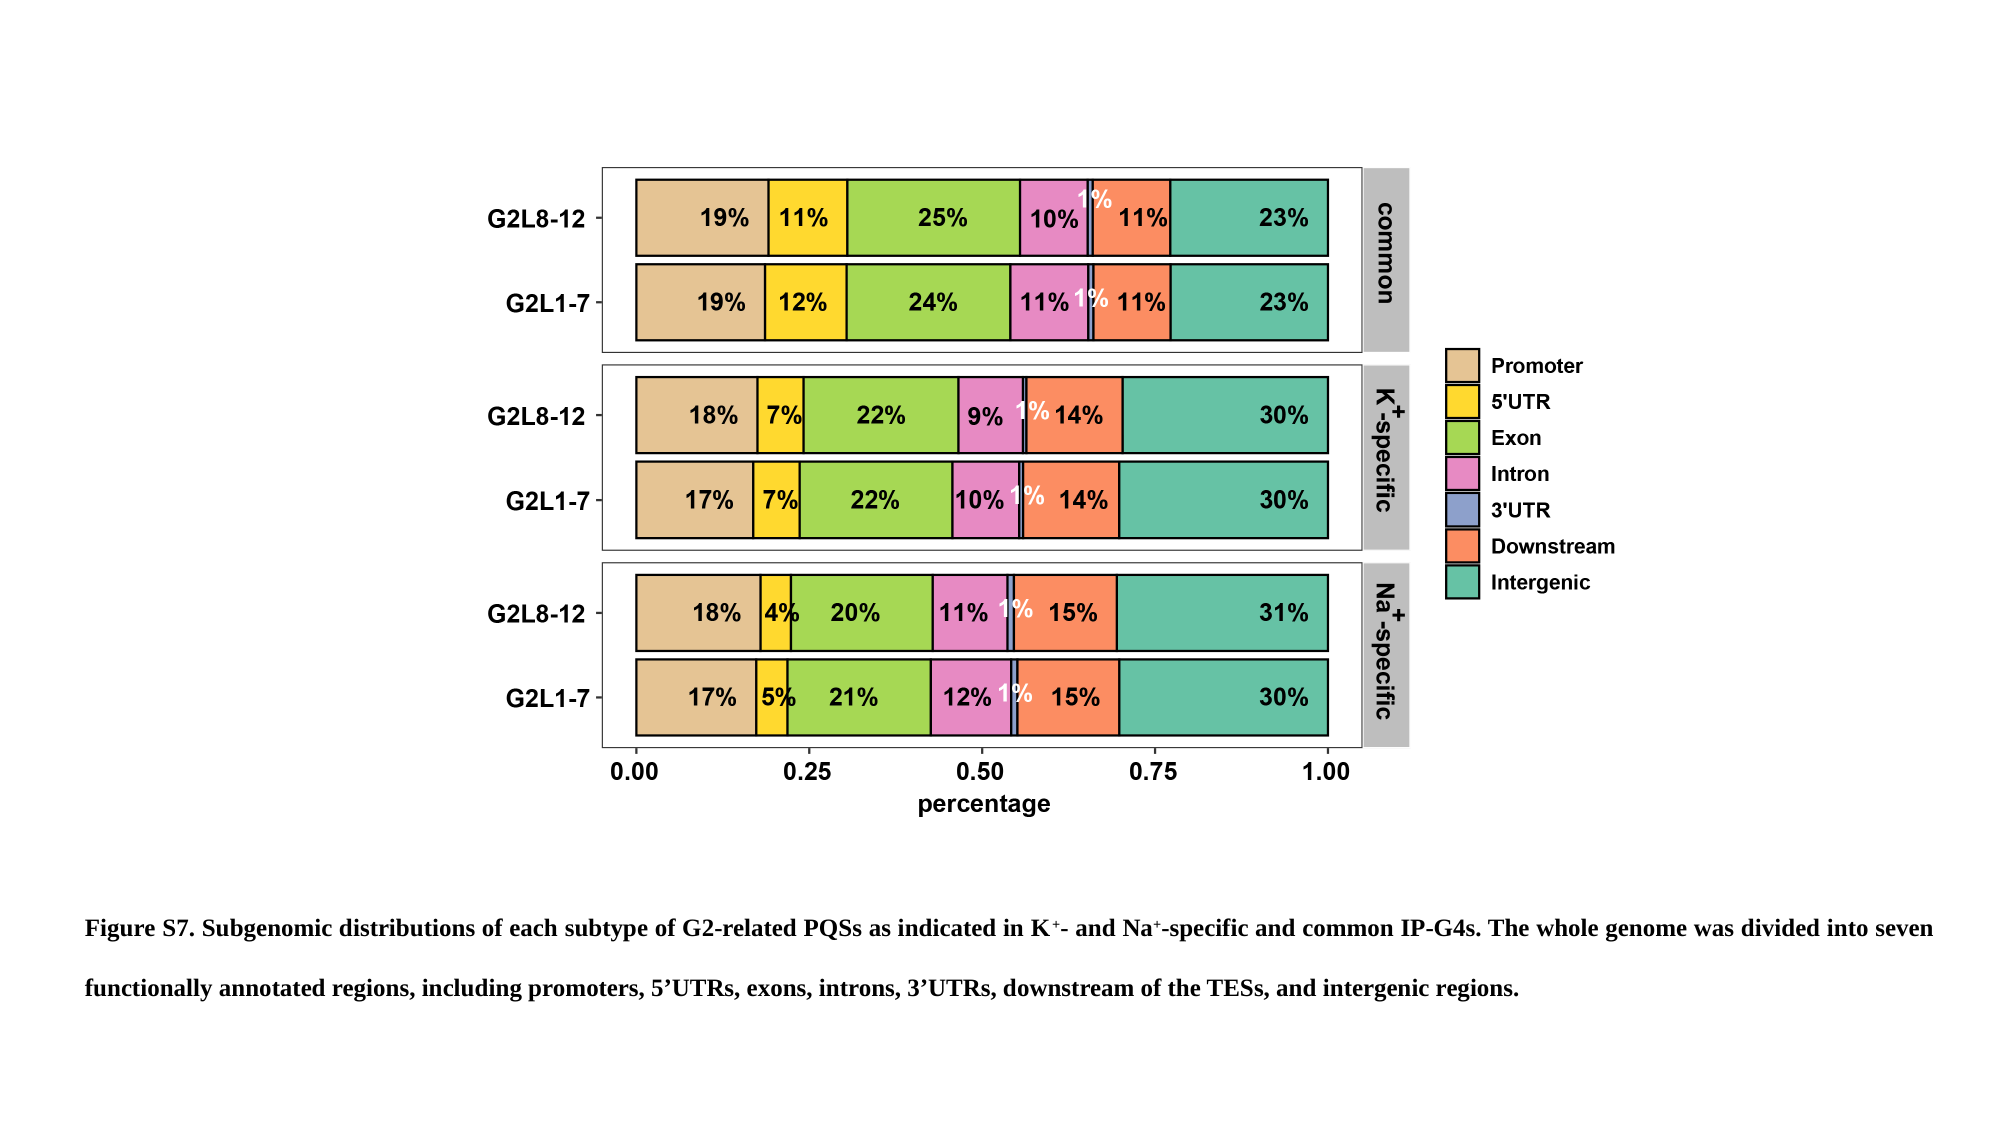

Figure S7. Subgenomic distributions of each subtype of G2-related PQSs as indicated in K+- and Na+-specific and common IP-G4s. The whole genome was divided into seven functionally annotated regions, including promoters, 5’UTRs, exons, introns, 3’UTRs, downstream of the TESs, and intergenic regions.

How the deposited data were processed for this re-analysis (not part of the article)

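IP-G4s were measured by BG4-DNA-IP-seq in rice DNA folded under K++PEG200 or Na++PEG200, with 2 replicates per condition and 2 input libraries. The authors trimmed the reads with Trim Galore, aligned them to MSU v7.0 with BWA, removed PCR duplicates with SAMtools and called peaks in each library separately with MACS, using the input as control. The score of each peak in the deposited lists is the whole-number part of a fixed multiple of its −log10 p-value, as tested on the lists, and it was not used in any comparison. The fold enrichment over input that the authors' peak caller gave to each peak is a ratio, and it was used to rank and describe peaks within each list. The −log10 of the p-value and of the q-value in the deposited lists also come from the authors' peak caller, and the p-value was used to rank peaks within each list. The largest p-value in the part of the lists used here was 4.7e-04 and 6.3e-04 under K++PEG200, and 6.5e-04 and 5.6e-04 under Na++PEG200. The authors' lists of specific IP-G4s hold positions only, were made from the libraries of both conditions, and carry no value of a single sample.

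The replicate lists used here cover only the beginning of Chr1. They are sorted by position and number their peaks without gaps, so that the stretch from 1 to 5855384 (5.86 Mb) of Chr1 is covered by all 4 lists, and all comparisons of libraries were made there. The incomplete last line of each list was left out. The lists were intersected with bedtools 2.31.1. Reproducible IP-G4s were the segments shared by both replicates, common ones the segments shared by both conditions, and specific ones the reproducible segments without overlap in the other condition. Chance levels came from 100 random placements of the peaks on the same stretch. Intervals of shares are Wilson intervals at 95% and cover counting error only. The depth of each library was taken from the paper's Table S2.

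Single values per library were compared by exact permutation, 2 libraries against 2, and lengths by permutation across peaks with 100000 permutations, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The set operations and the tests were tested on simulated data. Of 1500 simulated loci, 290 of 290 K+-specific, 211 of 211 Na+-specific and 604 of 604 common ones were recovered, compared by number. The simulated loci lay apart without missed calls or split peaks. Unlike in the data, no specific locus had a peak in a library of the other condition. Full recovery therefore checks the set operations only, not how well subtypes are told apart in real lists. The length test passed 0.05 in 4.4% of 1000 simulations without a difference and in 88.4% of 1000 with a difference of 50 bp. The test of counts by region passed it in 5% of 100 simulated tables without a difference and in 100% of 100 with a simulated spread.

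The designs, the alternatives and the rule for the loci named in the text were chosen before the data were examined, except where stated. The exceptions among the alternatives were whole peaks for the length of specific IP-G4s and the crossed pairing of replicates. The rule covers the loci that the paper names where their position is given, and the 3 longest IP-G4s of each specific list. The alternatives were the 50% of peaks with the smallest p-values, a larger required overlap, whole peaks in place of segments, each library left out in turn, a replicate block, rebuilt or strictly specific lists, the median, and segments of at least 50 bp. Planned comparisons of GC content, skews, PQSs, motifs, subgenomic regions and overlapping genes need the sequence or annotation of MSU v7.0 and were not analysed here. The loci named in Figure 1B and Figure S3 and the oligos of Table S1 were not analysed here for the same reason, nor were the input libraries.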

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

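All tests in this part were chosen after the overlaps between specific IP-G4s and single libraries had been seen.

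Most specific IP-G4s on the shared stretch of Chr1 also overlap peaks of individual libraries of the other condition, a comparison that the paper does not report. The share was 70.7% of 205 K+-specific IP-G4s, against at most 17.1% in 100 random placements, and 82.6% of 121 Na+-specific IP-G4s, against at most 19.0%.

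A candidate explanation is a missed call in the shallower library. Of the 243 specific IP-G4s that overlapped exactly 1 library of the other condition, 76.1% (95% Wilson interval 70.4 to 81.1) overlapped the deeper one, whereas its share of the peaks outside the reproducible IP-G4s would give 67.1% (exact test, p = 0.00255). For Na+-specific IP-G4s alone it was 76% of 100 against 63.8% (exact binomial p = 0.0121), and for K+-specific ones alone 76.2% of 143 against 69.4% (exact binomial p = 0.0845), which does not pass 0.05. Each condition has 1 deeper and 1 shallower library, so depth stands with any other difference between these libraries.

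Peaks under specific IP-G4s were weaker than those under common ones, by the authors' p-values within each list. Among peaks that underlie either, the share of specific ones fell from 60% in the weakest 25% of the list to 19.7% in the strongest 25% in replicate 1 under K++PEG200, from 69.1% to 13.9% in replicate 2, and from 48.6% to 4.86% and from 41.2% to 7.74% in replicates 1 and 2 under Na++PEG200 (Fisher's exact test, largest adjusted p = 4.9e-10). Between 28.6% and 34.5% of the peaks under specific IP-G4s lay in the weakest 25% of their list. Their median −log10 p-value was 9.00 and 11.1 in replicates 1 and 2 under K++PEG200 and 8.99 and 7.53 under Na++PEG200, below the medians of all peaks of these lists (10.2, 12.6, 10.2 and 8.65) and above the list minima, which were between 3.19 and 3.33. Since these peaks had to be reproducible, which selects against the weakest ones, these values leave open how far specific IP-G4s are peaks at the calling threshold of their own libraries. Whether the signal at these loci lies near the threshold in the other condition was not tested. Of the 205 K+-specific IP-G4s, 11 lay on a peak among the strongest 25% in both replicates, and 1 of these had no peak in any Na++PEG200 library. For the 121 Na+-specific IP-G4s these numbers were 4 and 0. A difference in folding between the cations that is gradual at most loci stays open, and it was not tested.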

How the results depend on the processing

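Of 74 alternative values for 14 results, 44 did not change by the criterion of their kind. Of the others, 24 moved, 2 became weaker and 4 reversed. For a test, the criterion was the direction and the side of the threshold, and for a count of IP-G4s a factor of 1.5. For a value without a test it was the interval or the spread between replicates. Lengths with 1 library left out were judged by the standard error across peaks. Some of the 44 could not change, so their number does not measure robustness. Pairing keeps the difference, no exact test of 2 libraries against 2 can pass 0.05, and the rebuilt lists were identical to the deposited ones. The cause was not tested except where stated.

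With each list restricted to the 50% of peaks with the smallest p-values, the replicate overlap was 72.2% under K++PEG200 and 74.6% under Na++PEG200, reproducible IP-G4s numbered 270 and 235, and there were 159 common, 115 K+-specific and 76 Na+-specific IP-G4s. Fewer peaks enter by construction. The difference between K++PEG200 and Na++PEG200 libraries was then 48 peaks per library and 76.75 bp in median peak length, against 93 peaks and 40.25 bp with all peaks. With an overlap of at least 50% of both peaks, the replicate overlap was 64.0% and 67.0%, and there were 250 common, 229 K+-specific and 172 Na+-specific IP-G4s, against 392, 205 and 121 with an overlap of 1 bp.

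With each library left out in turn, common IP-G4s numbered from 415 to 502, K+-specific ones from 94 (without Na++PEG200 replicate 2) to 425 (without K++PEG200 replicate 1), and Na+-specific ones from 45 (without K++PEG200 replicate 1) to 310 (without Na++PEG200 replicate 2). The peaks of the remaining library then stand for the condition as whole peaks without a requirement of reproducibility, so that its specific IP-G4s become more and longer by construction, whichever library is left out. On the stretch of Chr1, the difference in mean length between K+-specific and Na+-specific IP-G4s went from -26.6 bp (without Na++PEG200 replicate 2) to 132 bp (without K++PEG200 replicate 1), and it was also reversed, at -18.3 bp, without Na++PEG200 replicate 1. Common minus K+-specific IP-G4s went from -17.5 bp (without K++PEG200 replicate 1) to 80.8 bp (without Na++PEG200 replicate 2), and was -15.3 bp without K++PEG200 replicate 2. The share of K+-specific IP-G4s overlapping a Na++PEG200 library was 17.6% without Na++PEG200 replicate 1 and 54.1% without Na++PEG200 replicate 2. That of Na+-specific IP-G4s was 62.8% without K++PEG200 replicate 1 and 19.8% without K++PEG200 replicate 2. The difference in peaks per library went from 6.5 to 179.5 and that in median length from 33 to 47.5 bp.

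For strictly specific IP-G4s, without a peak in any library of the other condition, the difference in mean length was 40.1 bp (permutation test, p = 0.104), from 60 K+-specific and 21 Na+-specific IP-G4s. The medians of common and K+-specific IP-G4s differed by 10.5 bp (permutation test, p = 0.236). Across the genome, the difference between K+-specific and Na+-specific IP-G4s was 32 bp for the median and 54.4 bp for segments of at least 50 bp. With whole peaks of the smaller list of each condition in place of segments, an alternative chosen after seeing the data, it was 43.6 bp on the stretch of Chr1. The lengths then come from 1 library per condition.

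With a replicate block, the paired difference was 93 peaks (exact sign-flip test, p = 1) and 40.25 bp in median length (p = 0.5, the smallest that 2 pairs allow in an exact test). The replicates share only a number, and their differences in log2 fold enrichment at 392 common segments correlated at -0.12 between conditions. The crossed pairing, added after seeing the data, gave 0 calls, and no pairing of 2 libraries with 2 can give one.

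Only 5.86 Mb of Chr1 and 2 libraries per condition bear on every comparison of libraries made here from their peak lists, which limits these to descriptions. Not run were all alternatives for GC content, skews, PQSs, motifs, subgenomic regions and overlapping genes, and, outside the stretch of Chr1, those for the length of rebuilt and strictly specific IP-G4s.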

Differences from the paper's values

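The lists of single libraries used here hold 874 and 871 peaks under K++PEG200 against the paper's 54992 and 66051, and 864 and 868 under Na++PEG200 against the paper's 59988 and 46789. They cover the beginning of Chr1 only, so the pairs differ in extent and are no comparison of peak calling. None of the alternatives set before the data were examined bears on these sizes.

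For the average length of IP-G4s, the paper gives 270 bp for common, 250 bp for K+-specific and 220 bp for Na+-specific ones, where the means here were 314, 298 and 243 bp. The medians, an alternative set before the data were examined, were 263.5, 259 and 227 bp and lie closer to the paper's values. The values for common IP-G4s are from the stretch of Chr1 only, and the others are from all 12 chromosomes. On that stretch, K+-specific IP-G4s had a mean of 279 bp and a median of 253 bp. Na+-specific ones had a mean of 230 bp and a median of 225 bp there.

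Figure 1A gives the bar labelled Na+-specific the larger number of IP-G4s and the bar labelled K+-specific the smaller, the reverse of the paper's text. In the deposited lists, 16725 IP-G4s are K+-specific and 8784 are Na+-specific.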

Other observations

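The groupings and tests in this part were chosen after the specific IP-G4s had been counted.

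The 4 libraries were regrouped to see how many specific IP-G4s the same procedure gives for groups that mix the cations. On the shared stretch of Chr1, K++PEG200 against Na++PEG200 gave 326 specific segments in total. The replicates numbered 1 against those numbered 2 gave 318, and the deeper against the shallower libraries gave 351, so 2 of the 3 splits gave as many as the split by cation, that split included. The share of these segments that overlapped at least 1 library of the other group was 75.2%, 78.0% and 70.9%, respectively. With 3 splits, no outcome can set the cation apart from a random grouping of libraries, and the number of specific IP-G4s on this stretch cannot be told apart from what mixed groups give. The split by depth is a technical one, and a comparison within each depth has only 1 library per cation. What the regrouping does not address is the identity of the specific IP-G4s, nor the rest of the genome.

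The difference in mean length between the specific segments was 49.5 bp for K++PEG200 against Na++PEG200, -4.15 bp for replicates 1 against 2, and 45.3 bp for the deeper against the shallower libraries. More reads in the K++PEG200 libraries would be a candidate explanation for their longer peaks. The tables argue against it, since the K++PEG200 libraries together have 58234457 unique reads against 61574879 under Na++PEG200 (the paper's Table S2), and yet the lower of the K++PEG200 median lengths exceeds the higher of the Na++PEG200 ones by 32.5 bp. A difference in enrichment efficiency or in fragment length between the libraries was not tested and stays open beside an effect of the cation, and with 2 libraries per condition an effect of the cation remains a hypothesis.

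Across the genome, the ratio of K+-specific to Na+-specific IP-G4s was between 1.75 and 2.04 on the 12 chromosomes, a variation that did not stand apart from chance (permutation test on the chi-square, p = 0.0906). Across 375 bins of 1 Mb with at least 30 specific IP-G4s, the ratio varied more than random assignment of the type to single IP-G4s gives. The chi-square was 471 against a mean of 374 in permutations (permutation test, p = 4.0e-04, adjusted p = 8.0e-04 over both tests). The overall share of K+-specific IP-G4s was 65.6%. The bins with the lowest share, chosen after their values were seen, were on chromosome 5 from 26000001 to 27000000 (42.9%, 21 of K+-specific and 28 of Na+-specific type) and on chromosome 3 from 29000001 to 30000000 (45.7%). The highest was on chromosome 9 from 22000001 to 23000000 (85.4%, 35 and 6). Both permutation tests shuffle the type of single IP-G4s and treat them as independent, which peaks of one genome and of the same libraries are not. Their p-values therefore do not measure variation between libraries. No explanation for this variation was tested.

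Specific IP-G4s of both types lie near each other. Of 8784 Na+-specific IP-G4s, 13.6% (95% Wilson interval 12.9 to 14.3) were within 1 kb of a K+-specific one, against an average of 8.14% and at most 8.70% in 100 random placements on the same chromosomes. Random placement ignores that peaks of any kind cluster along the genome, so this value does not speak for a relation between the types beyond shared location.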
